# FRUITFULL controls *SAUR10* expression and regulates Arabidopsis growth and architecture

**DOI:** 10.1093/jxb/erx184

**Published:** 2017-06-06

**Authors:** Marian Bemer, Hilda van Mourik, Jose M Muiño, Cristina Ferrándiz, Kerstin Kaufmann, Gerco C Angenent

**Keywords:** Architecture, auxin, branching, FRUITFULL, growth, hormones, light response, MADS-box transcription factor, SAUR

## Abstract

MADS-domain transcription factors are well known for their roles in plant development and regulate sets of downstream genes that have been uncovered by high-throughput analyses. A considerable number of these targets are predicted to function in hormone responses or responses to environmental stimuli, suggesting that there is a close link between developmental and environmental regulators of plant growth and development. Here, we show that the Arabidopsis MADS-domain factor FRUITFULL (FUL) executes several functions in addition to its noted role in fruit development. Among the direct targets of FUL, we identified *SMALL AUXIN UPREGULATED RNA 10* (*SAUR10*), a growth regulator that is highly induced by a combination of auxin and brassinosteroids and in response to reduced R:FR light. Interestingly, we discovered that *SAUR10* is repressed by FUL in stems and inflorescence branches. *SAUR10* is specifically expressed at the abaxial side of these branches and this localized activity is influenced by hormones, light conditions and by FUL, which has an effect on branch angle. Furthermore, we identified a number of other genes involved in hormone pathways and light signalling as direct targets of FUL in the stem, demonstrating a connection between developmentally and environmentally regulated growth programs.

## Introduction

Plant growth and development are regulated by interplay between internal and external factors. The timely expression of different sets of transcription factors regulates the default program of plant growth and development, but this program is highly influenced by external factors that allow the plant to adapt its growth according to the environmental conditions. As a result, plants with the same genotype show distinct phenotypic differences when, for example, grown at different temperatures or under different light conditions. This response to environmental conditions is mainly regulated via hormonal pathways and involves auxin, gibberellic acid (GA), cytokinin and brassinosteroids (BRs). In particular auxin, which induces cell elongation, has been shown to be essential for growth responses to environmental conditions such as phototropism and gravitropism (Paponov *et al.*, 2008; Fankhauser and Christie, 2015). Recently, the light-regulated growth of Arabidopsis hypocotyls has been thoroughly investigated and revealed to depend on physical interactions between transcription factors involved in auxin, GA, BR and light responses (Bai *et al.*, 2012; Oh *et al.*, 2014; Ross and Quittenden, 2016). Downstream growth-regulating genes can be induced or repressed by either the hormone-mediated environmental response pathway or by the internal developmental pathway, thus integrating these two pathways in the growth response.

A group of growth regulators that has been shown to be highly responsive to auxin and other hormonal stimuli is the SAUR family of Small Auxin-Upregulated RNAs. *SAUR* transcripts were first discovered in soybean and found to be rapidly upregulated after addition of auxin. Additional research in soybean and other species has revealed that SAUR activity is highly dynamic, as both transcript and protein half-lives were reported to be extremely short (McClure and Guilfoyle, 1987; Knauss *et al.*, 2003). In Arabidopsis, the *SAUR* gene family contains 79 genes (Ren and Gray, 2015), of which approximately two-thirds have been found to respond to auxin in certain tissues (Paponov *et al.*, 2008; Chapman *et al.*, 2012; Bargmann *et al.*, 2013). In addition, several *SAUR* genes have been found to be influenced by other hormones like abscisic acid (ABA), ethylene, GA and BRs (Kodaira *et al.*, 2011; Walcher and Nemhauser, 2012; Stamm and Kumar, 2013; Oh *et al.*, 2014; Li *et al.*, 2015). The function of several Arabidopsis *SAUR* genes has been investigated using overexpression studies, unveiling their general capacity to promote cell elongation in growth-related processes (Chae *et al.*, 2012; Spartz *et al.*, 2012; Stamm and Kumar, 2013; Ren and Gray, 2015; Sun *et al.*, 2016). For a long time, it was unknown how induced *SAUR* gene expression could result in increased cell elongation, but a study by Spartz *et al.* (2014) recently unveiled that SAURs act according to the earlier postulated acid growth theory (Rayle and Cleland, 1992). They interact with protein phosphatases of the PP2C-D family to inhibit their function, thereby preventing dephosphorylation of plasma membrane H^+^-ATPases, resulting in activation of these membrane pumps. Activation of the H^+^-ATPases leads to membrane acidification, which enables cell elongation. Different Arabidopsis SAURs were tested and they were all able to interact with PP2C-Ds (Spartz *et al.*, 2014; Sun *et al.*, 2016).

In addition to being responsive to hormones, *SAUR* genes have also been reported as targets of several transcription factors involved in plant development, such as the MADS domain transcription factors SEPALLATA3 (SEP3) and APETALA1 (AP1), and the TCP (TEOSINTE BRANCHED1/CYCLOIDEA/ PROLIFERATING CELL FACTOR1) family protein TCP20 (Kaufmann *et al.*, 2009; Kaufmann *et al.*, 2010*b*; Danisman *et al.*, 2012), suggesting that growth regulators of the SAUR family can act as integrators of the developmental and environmental growth pathways. However, the interaction between both pathways during plant growth is poorly understood.

We performed a ChIP-seq experiment with the Arabidopsis MADS-domain factor FRUITFULL (FUL) and identified two closely related *SAUR* genes, *SAUR10* and *SAUR16*, as strongly bound target genes. FUL is a major player in the network that regulates Arabidopsis fruit development and determines both fruit patterning and growth (Gu *et al.*, 1998; Ferrándiz *et al.*, 2000*b*). In addition, *ful* mutants were also reported to flower later than wild-type (Ferrándiz *et al.*, 2000*a*) and to exhibit an altered cauline leaf shape (Gu *et al.*, 1998). Here, we demonstrate that FUL plays additional and novel roles in plant growth and is able to directly regulate genes involved in hormone- and light-induced cell elongation, such as the DELLA genes *RGL2* and *GAI*, *PHYTOCHROME INTERACTING FACTOR 3-LIKE 1* (*PIL1*), the *CYTOKININ OXIDASES CKX5* and *CKX6*, and *SAUR10*. The architecture phenotype of *ful* mutants, which exhibit more vertical branch growth, can be explained by the de-repression of *SAUR10*, which is specifically expressed at the abaxial side of the branch. *SAUR10* is repressed by FUL in the stem but can be highly induced by a combination of auxin and brassinosteroids and is upregulated by simulated shade. Both the activity of FUL and the light conditions influence the specific expression of *SAUR10* in branches and thereby affects the Arabidopsis branch angle phenotype. *SAUR10* is thus responsive to both developmental and environmental cues and integrates both in the growth response.

## Materials and methods

### Plant materials and growth conditions

Most plants used in this study were in the Col-0 background, including the overexpression and reporter lines and the *ful-7* (SALK_033647) mutant. For the ChIP analysis, FUL-GFP lines were used from a mixed Ler (*ful-1*)/Col-0 background (Urbanus *et al.*, 2009). The JIC SM T-DNA insertion line SM_3_1724 was received from NASC (Tissier *et al.*, 1999) and the FLAG T-DNA line FLAG_590D09 (Samson *et al.*, 2002) was received from the IJPB in Versailles. Plants were grown on rockwool blocks watered with HYPONeX^®^ solution (1.5 g/l), in a long-day climate chamber (16 h/8 h) at 22^o^C. The climate chamber was equipped with LED lights, resulting in the following control conditions: 87.6 μmol m^−2^ s^−1^ photosynthetically active radiation (PAR); R:FR ratio=30.1. Reduced R:FR conditions were achieved by supplemental far red (730 nm) irradiation, resulting in a PAR of 83,5 μmol m^−2^ s^−1^, and a R:FR ratio of 1.15.

### ChIP-Seq analysis

For ChIP-Seq analysis, pistils/siliques in stages 12–16 were harvested from gFUL-GFP lines (Urbanus *et al.*, 2009). The ChIP-Seq and subsequent data analysis were performed according to Kaufmann *et al.* (2010*a*). Input samples were used as controls. The data analyses were largely performed as described by van Mourik *et al.* (2015). Sequences from each ChIP library were mapped to the unmasked *Arabidopsis thaliana* genome (TAIR9) using SOAPv2 (Li and Durbin, 2009). A maximum of two mismatches and no gaps were allowed. Only uniquely mapped reads were retained. Sequence reads mapping to the plastid and mitochondrial genomes were eliminated. The R package CSAR was used for peak calling (Muiño *et al.*, 2011). The ChIP-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE79554.

### Electrophoretic mobility shift assays (EMSAs)

*SAUR10* and *SAUR16* coding sequences were amplified from wild-type Col-0 cDNA and cloned into pSPUTK (see Supplementary Table S2 at *JXB* online for all primer sequences). The pSPUTK promoter allowed *in vitro* protein synthesis using the TnT® SP6 High-Yield Wheat Germ Protein Expression System (Promega) according to manufacturers instructions. 

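The primers listed in Supplementary Table S2 for the *SAUR10* promoter fragment of the EMSA (electrophoretic mobility shift assay, a gel test of protein binding to a DNA probe) each had 1 exact match in the TAIR10.1 genome sequence. They bound a fragment of 100 bp on chromosome 2 from 7832476 to 7832575, in the intergenic region upstream of *SAUR10* (AT2G18010). The fragment began 1426 bp and ended 1327 bp upstream of the start codon. Its GC content was 33.0%. It contained 1 CArG box, the sequence CC(A/T)6GG that MADS domain proteins bind.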

For *SAUR10*, the probe fragment consisted of a region of 100 bp with the canonical CArG box in the centre. For *SAUR16*, the fragment consisted of a region of 128 bp below the peak summit (see Supplementary Fig. S2 and Table S2 for primer sequences). 

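The *SAUR16* primers of Supplementary Table S2 bound a fragment of 126 bp on chromosome 4 from 18128229 to 18128354, between 2128 and 2003 bp upstream of the start codon of *SAUR16* (AT4G38860). The maximum of the FUL binding site in the silique ChIP-Seq, at position 18128316, lay inside the fragment. The fragment had a GC content of 37.3% and contained no CC(A/T)6GG sequence and none with 1 mismatch. Its sequence in the reference is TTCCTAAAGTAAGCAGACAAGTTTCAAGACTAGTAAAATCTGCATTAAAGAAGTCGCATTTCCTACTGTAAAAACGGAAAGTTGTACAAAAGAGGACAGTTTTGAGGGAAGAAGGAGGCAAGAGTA.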

Promoter fragments were amplified from genomic DNA; the complete FUL coding sequence was amplified from cDNA. 

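The *SAUR10* CArG box CCAAATATGG, at positions 7832521 to 7832530 of chromosome 2, and the replacement sequence differ by the substitutions A5C and T6G, with positions counted from the first C of the box and the wild-type base written first. Both lie in the stretch of 6 A or T bases. The mutated sequence did not match CC(A/T)6GG, either exactly or with 1 mismatch.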

The mutated *SAUR10* fragment was generated by overlapping PCR using primers that replaced the canonical CCAAATATGG CArG-box with CCAACGATGG. EMSAs were performed essentially as described by Smaczniak *et al.* (2012) with minor modifications. Oligonucleotides were fluorescently labelled using DY-682. Labelling was performed by PCR using vector-specific DY-682-labelled primers followed by agarose gel extraction. Gel shifts were visualized using a LiCor Odyssey imaging system at 700 nm.

### Generation of transgenic lines

The Gateway technology (Invitrogen) was used for generation of the overexpression and reporter constructs, using the entry vector pDONR221 and the destination vectors pK2GW7 (*35S:SAUR10* overexpression) and pBGWFS7 (*pSAUR10:GUS* and *pFUL:GUS*) (Karimi *et al.*, 2002). See Supplementary Table S2 for all primers. The *FUL-VP16* line was generated by cloning a genomic fragment of the FUL locus, including 3.9 kB upstream region, which was fused in frame with the coding sequence of the strong activation domain of VP16 and followed by the CaMV 35S terminator, into the pBIN19 vector. Constructs were checked by sequencing, transformed into Agrobacterium strains LBA4404 or EHA105 and transformed to Col-0 plants using floral dip (Clough and Bent, 1998).

### Expression analysis

RNA was extracted using the InviTrap^®^ Spin Plant RNA Mini kit (Stratec Molecular) or with a CTAB/LiCl protocol. The RNA concentrations were adjusted to 200 ng/µl and a DNase treatment was performed using Ambion Turbo DNase (AM1907). For qRT-PCR analysis, the RNA was reverse transcribed using the iScript cDNA synthesis kit (BioRad) and the qRT-PCR reaction was performed with iQ SybrGreen supermix from BioRad. The quantitative RT-PCR analyses were performed on the BioRad iCycler. The *UBC21* and/or *TIP41* genes were used as reference genes (Czechowski *et al.*, 2005).

### Hormone treatments and shade experiments

For the hormone treatments, 10 day-old seedlings were removed from plates, containing 2.2 g/l Murashige and Skoog medium (MS), 10% sucrose and 0.8% agar, and incubated in liquid 2.2 g/l MS medium with or without hormones on the shaker for 4 h. The seedlings were floating with their roots submerged in the medium and their leaves contacting the liquid medium. The following hormone concentrations were used: 5 µM IAA (according to Bargmann *et al.*, 2013), 5 µM brassinolide, 5 µM IAA + 5 µM brassinolide. After incubation, seedlings were frozen in liquid nitrogen and stored at −80°C prior to RNA isolation. To investigate the response to simulated shade, seedlings were grown on plates, containing 2.2 g/l MS, 10% sucrose and 0.9% agar, under control conditions for 12 d and then transferred to reduced R:FR for 4 h (see above) or kept for another 4 h under control conditions. To determine the branching phenotypes under simulated shade conditions, plants were placed under reduced R:FR conditions upon bolting and grown for another 2–3 weeks.

### Histochemical analyses

GUS activity was analyzed by staining various tissues overnight at 37°C in staining solution (10 mm EDTA, 0.2% Triton X-100, 1 mm Fe^2+^CN, 1 mm Fe^3+^CN and 1 mg mL^−1^ 5-bromo-4-chloro-3-indolyl-β-glucuronic acid in 50 mm phosphate buffer, at pH 7.2). DR5:GUS tissue was stained for 2 d, refreshing the staining buffer after day one. The tissue was destained for several days in 70% EtOH, and mounted in 30% glycerol for microscopical analysis or photographed while being submerged in 70% EtOH. For DIC microscopy of epidermal cells from the stem, the two components of President coltene^(R)^ dental paste (REF4667), catalyst and base, were mixed together on a glass slide. Before this mixture became solid, stem segments were softly pressed into the paste on the slide. After solidification, the stem segments were removed leaving a print of the outer cell layer. This print was subsequently covered with transparent nail polish, which was removed after hardening. The nail polish layer that contained the cell shapes was then mounted in 100% glycerol and observed under the microscope using DIC optics.

## Results

### FUL binds many genes involved in hormone pathways, including SAUR10 and SAUR16

The MADS domain transcription factor FUL is well known for its role in pistil and silique patterning (Gu *et al.*, 1998; Ferrándiz *et al.*, 2000*b*) and is expressed in a broad range of tissues (Supplementary Fig. S1). To identify direct targets of FUL, we initially focused on pistil and silique tissues, hereafter called silique, and performed a ChIP-Seq experiment with siliques from floral stages 12–16 (Smyth *et al.*, 1990). This resulted in a list of 616 significantly enriched binding sites with a false discovery rate<0.01 (Supplementary Table S1), corresponding to 939 putative target genes with a peak within 3 kb upstream of the ATG and 1 kb downstream of the stop codon. This list showed a 65% overlap with loci identified for the putative FUL interaction partner SEP3 (De Folter *et al.*, 2005; Kaufmann *et al.*, 2009). 

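The chromatin came from *ful-1* plants carrying FUL fused to green fluorescent protein under the *FUL* promoter, and the fusion protein was precipitated with a GFP antibody. The experiment comprised 2 ChIP replicates and 2 input samples, in which the DNA of the same kind of chromatin was sequenced without precipitation. The sample labels give growth on soil, whereas the methods describe rockwool. The authors mapped the reads to the TAIR9 genome with SOAPv2, with at most 2 mismatches and no gaps, kept uniquely mapped reads, removed plastid and mitochondrial reads, called peaks with the R package CSAR against the input, and reported those below a limit on the false discovery rate. The list used here gives no false discovery rate.

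The deposited data used here are 1 list of binding sites for the whole experiment. For each site the list gives a start, an end, the position of the maximum and a score, which is the authors' value for the enrichment over the input and is used here only to describe, rank and filter sites within the list. It has no error, because the list holds no value per replicate, and the number of reads per library is not known from it. The list contains 2831 sites on chromosomes 1 to 5 with scores from 2.99 to 1071.13 and a median of 4.43.

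The lowest score in Supplementary Table S1 is 5.6, and 846 of the 2831 sites (29.9%) reached it, whereas the next lower score in the list, 5.57, was shared by 222 sites. The 846 sites were taken as the sites at the threshold of the paper. This threshold was read from Supplementary Table S1 after the list had been examined, and the values for all 2831 sites are therefore given as an alternative. Genes and sequences were taken from the TAIR10.1 annotation and genome. The end of each of the 2831 sites lay within the chromosome lengths of TAIR10.1, 380 of 380 scores that Supplementary Table S1 places within a gene were found within 1000 bp of that gene, and 12 of 13 primer pairs of Supplementary Table S2 gave 1 amplicon.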

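The 846 sites at the threshold had a median score of 9.12 (quartiles 6.81 and 14.22) and a median length of 278 bp. On chromosomes 1, 2, 3, 4 and 5 there were 236, 150, 160, 128 and 172 of them. Merging sites within 500 bp of each other left 813. The highest score, 1071.13, belongs to a site in a cluster of ribosomal RNA genes on chromosome 3, which holds 9 of the 10 highest-scoring sites. The other one lies on chromosome 2 from 12094357 to 12094862, 585 bp from AT2G28320, a gene for a protein with pleckstrin homology and START domains, and has a score of 285.25.

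Each site was assigned by its maximum to every gene for which it lay between 3000 bp upstream of the start codon and 1000 bp downstream of the stop codon. This gave 1560 genes, of which 1227 are protein-coding and 333 are of other types, among 37899 annotated genes. A gene was found for 815 sites, and 560 of these had more than 1 gene in reach. Of the 1725 pairs of a site and a gene, 1049 had the site upstream of the start codon, 369 between start and stop codon and 307 downstream of the stop codon. The number of genes moved most, to 4718, when all sites of the deposited list were used.

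Supplementary Table S1 lists 896 of the 1560 genes. The highest score among a gene's sites equalled the listed score for 815 of them, and the listed score was higher for the other 81. Across these genes, which are not independent replicates, Spearman's rho was 0.923 and Pearson's r was 0.878 (two-sided permutation tests, p = 1e-05 for each, the smallest that 100000 permutations can give). The highest scores listed in the table all occur in the deposited list. A correlation was therefore built in, and these tests show no more than the counts above.

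**Figure D1:**
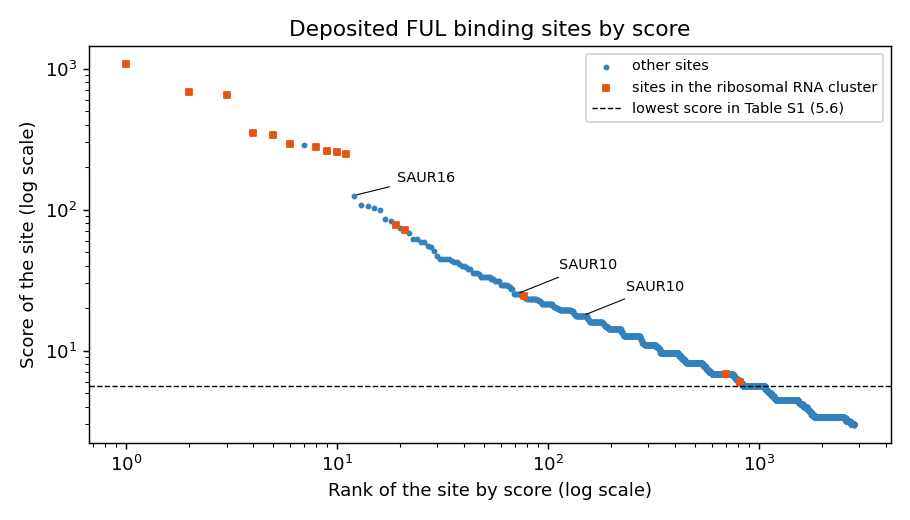
Score of each of the 2831 deposited FUL binding sites against its rank, both on log scales. Squares mark the 15 sites in the ribosomal RNA cluster, the dashed line marks the lowest score of Supplementary Table S1 (5.6), and labels mark the sites upstream of *SAUR10* (scores 25.16 and 17.65) and *SAUR16* (score 125.66).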

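Supplementary Table S1 marks 660 of its 939 loci as targets (Y) or not targets (N) of SEP3, a MADS domain protein that acts in floral organ formation, and leaves 279 without a mark. When the sites were joined to these marks by locus, 426 of 846 sites (50.4%, Wilson 95% interval 47.0 to 53.7%) had at least 1 locus marked as a SEP3 target, 249 had a locus marked as not being one and none marked as a target, and 171 had no marked locus. Of the 675 sites with a mark, 63.1% (Wilson 95% interval 59.4 to 66.7%) were at a SEP3 target. Counted by locus, 402 of 660 were marked as targets, or 60.9% (57.1 to 64.6%). The share moved most, to 19.2%, when all 2831 sites were used, but marks exist only for the loci of Supplementary Table S1, so that added sites without a listed locus count as not being at a SEP3 target. These intervals cover counting error only.

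Sites at SEP3 targets had a median score of 9.55 (quartiles 6.81 and 15.9, n = 426 sites), against 8.17 (6.81 and 12.59, n = 420 sites) for the other sites. The other sites are the 249 at loci marked as not being SEP3 targets and the 171 without a marked locus, whose SEP3 status is unknown. A comparison with the 249 alone was not run. The difference of 1.38 was larger than expected from random assignment of the scores (two-sided permutation test, p = 0.0261). Sites are not replicates of the experiment, so this describes the list.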

The FUL ChIP list contains *SHATTERPROOF2* (*SHP2*), a previously identified target of FUL in the silique (Ferrándiz *et al.*, 2000*b*), but no enrichment was detected for *INDEHISCENT* (*IND*) another well described target of FUL (Liljegren *et al.*, 2004), suggesting that the regulation of *IND* by FUL may be indirect.

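*SHP2* (AT2G42830) lies on chromosome 2 from 17820114 to 17824013. Its binding site spans 17819731 to 17820091, with a score of 29.21, and the maximum lies 732 bp upstream of the start codon. It ranks 60th in the deposited list, and 1 CArG box was found within 100 bp of the maximum. *IND* (AT4G00120) lies on chromosome 4 from 41665 to 43197. No site of any score was listed in its window, nor within 10000 bp of its start or stop codon. The list begins at a score of 2.99, and enrichment weaker than this is not detectable in it.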

To reveal the processes in which FUL predominantly acts, a gene ontology enrichment analysis was performed (Fig. 1A). Interestingly, the gene category with the highest enrichment in the FUL target set was ‘response to hormones’, directly followed by ‘response to abiotic processes’, indicating that FUL may play an important role in the crosstalk between developmentally and environmentally regulated processes. 

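The gene ontology annotation behind Fig. 1A was not used here, and the abiotic category was not analysed. In its place, the gene descriptions of the annotation were searched for 10 hormone words, fixed before the data were examined. A hormone was named in the description of 99 of the 1552 target genes that have one (6.38%), against 1005 of 35857 other genes (2.80%), an odds ratio of 2.36 (two-sided Fisher's exact test, p = 1.02e-12). Of the 99 genes, 78 are in Supplementary Table S1. With only the nearest gene of each site, coding or not, the share was 8.81% (70 of 795 genes) and the odds ratio 3.32 (Fisher's exact test, p = 5.84e-16). The largest odds ratio among the alternatives, 3.88, was obtained when only product names were searched, which was chosen after the data had been seen.

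Fisher's exact test treats genes as independent. On 100 lists of randomly placed sites it gave a p-value under 0.05 for 12 lists. The site list was therefore also shifted along the chromosomes 1000 times, which keeps the spacing of sites and genes. The shifted lists gave a median share of 3.04% and at most 4.53%, so that no shift reached the observed share (one-sided permutation by shifting, p = 0.001, the smallest that 1000 shifts can give).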

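Divided by hormone, the descriptions of the FUL target genes named auxin most often, for 32 genes at 27 sites, of which 24 genes are in Supplementary Table S1. The odds ratio for auxin against all other described genes was 2.18 (two-sided Fisher's exact test, p = 1.25e-04, and 3.75e-04 after Benjamini-Hochberg adjustment over the 9 words tested, with the spellings of gibberellin combined). Abscisic acid was named for 22 genes, an odds ratio of 3.04 (adjusted exact p = 7.20e-05), and jasmonate for 17 genes, an odds ratio of 4.08 (adjusted exact p = 4.34e-05). Ethylene was named for 14 genes, 13 of them in Supplementary Table S1, with an odds ratio of 1.96 (exact p = 0.0225 before and 0.0507 after adjustment). Gibberellin was named for 6 genes (odds ratio 2.01, adjusted exact p = 0.208) and brassinosteroid for 6 (odds ratio 1.96, adjusted p = 0.208). The 4 cytokinin genes, which include *CKX7* at a site with a score of 50.92, were not more frequent than among other genes (odds ratio 0.776, adjusted exact p = 0.923). Neither were the 3 genes with salicylic acid (odds ratio 0.796). The word hormone itself was found for 3 genes (odds ratio 2.10, adjusted exact p = 0.240). These tests of single words also treat genes as independent, and among the words the shifted lists were applied to jasmonate alone. The auxin genes include *SAUR* genes such as AT4G38840 (*SAUR14*), so the excess of auxin genes and that of *SAUR* genes are not separate results.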

A closer inspection of the target list revealed in particular many auxin response genes, in addition to gibberellic acid (GA), cytokinin, ABA and ethylene pathway genes (Supplementary Table S1). 

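*SAUR10* (AT2G18010) lies on chromosome 2 from 7833782 to 7834653 on the forward strand, with its start codon at 7833902. The larger of its FUL binding sites spans 7832346 to 7832703 and has a score of 25.16, rank 69 of 2831, which it shares with other sites of the same score. The listed maximum, at 7832470, is 1432 bp upstream of the start codon and the midpoint of the site is 1378 bp upstream. Measured from the annotated transcript start, the maximum lies 1312 bp upstream. *SAUR16* (AT4G38860) lies on chromosome 4 from 18130237 to 18131284 on the forward strand, with its start codon at 18130357. Its site spans 18128032 to 18128620 and has a score of 125.66, rank 12. Of the sites with a higher score, 10 lie in the ribosomal RNA cluster on chromosome 3. The maximum, at 18128316, is 2041 bp upstream of the start codon, the midpoint is 2031 bp upstream, and the distance from the transcript start is 1921 bp. The same site also falls within the window of AT4G38840 (*SAUR14*). Supplementary Table S1 gives the same scores for *SAUR10* and *SAUR16*.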

Two highly enriched, closely related *Small Auxin Upregulated RNA (SAUR*) genes, *SAUR10* and *SAUR16*, were identified, which had FUL binding sites in their promoters, approximately 1380 bp and 1970 bp upstream of the start codon, respectively (Fig. 1B). 

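The sequence of the TAIR10.1 genome was searched for the CArG box CC(A/T)6GG in the 3000 bp upstream of *SAUR10*, and 1 was found. It reads CCAAATATGG, lies at 7832521 to 7832530 of chromosome 2, 56 bp from the maximum of the larger site and 1372 bp upstream of the start codon. With its flanks the sequence is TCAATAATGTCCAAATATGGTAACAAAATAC. In the *SAUR16* site no CC(A/T)6GG was found, and none when 1 mismatch was allowed.

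Over all sites at the threshold, 79 of 846 (9.34%) had a CArG box within 100 bp of the maximum, against 19 of 1631 control windows (1.16%) of the same length taken 3000 bp to each side and free of sites. The odds ratio was 8.74 (two-sided Fisher's exact test, p = 7.07e-22). The odds ratio moved most when 1 mismatch was allowed, to 2.46, with 42.4% of sites and 23.1% of control windows. Most sites, like that of *SAUR16*, have no exact CArG box near the maximum.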

At the FUL binding positions, the promoter of *SAUR10* contains a canonical CArG box, reported to be commonly bound by MADS domain proteins (Kaufmann *et al.*, 2009), while no clear CArG box was identified in the *SAUR16* promoter (Supplementary Fig. S2). A second, smaller peak was identified in the *SAUR10* promoter about 1200 bp upstream of the large peak, suggesting that *SAUR10* could be regulated by a tetrameric FUL-containing complex that binds to two CArG boxes, as has been shown for MADS complexes involved in floral organ formation (Smaczniak *et al.*, 2012; Theissen and Saedler, 2001). 

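The smaller *SAUR10* site spans 7831090 to 7831476 on chromosome 2 and has a score of 17.65, rank 136. Its maximum, at 7831235, lies 2667 bp upstream of the start codon and 1235 bp from the maximum of the larger site. The distance between the midpoints of the sites is 1241 bp. No CC(A/T)6GG sequence lies in the smaller site. With 1 mismatch allowed, the sequence CCACTTTAGG was found at 7831268 to 7831277, 38 bp from its maximum. Such a sequence with at most 1 mismatch is common, as the control windows show. The scores of both sites are single values, so that their difference has no replicate check. From the presence of a smaller peak beside the larger one, and from the known behaviour of MADS complexes in floral organ formation, the paper proposes that *SAUR10* could be regulated by a tetrameric complex that contains FUL and binds to 2 CArG boxes.

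**Figure D2:**
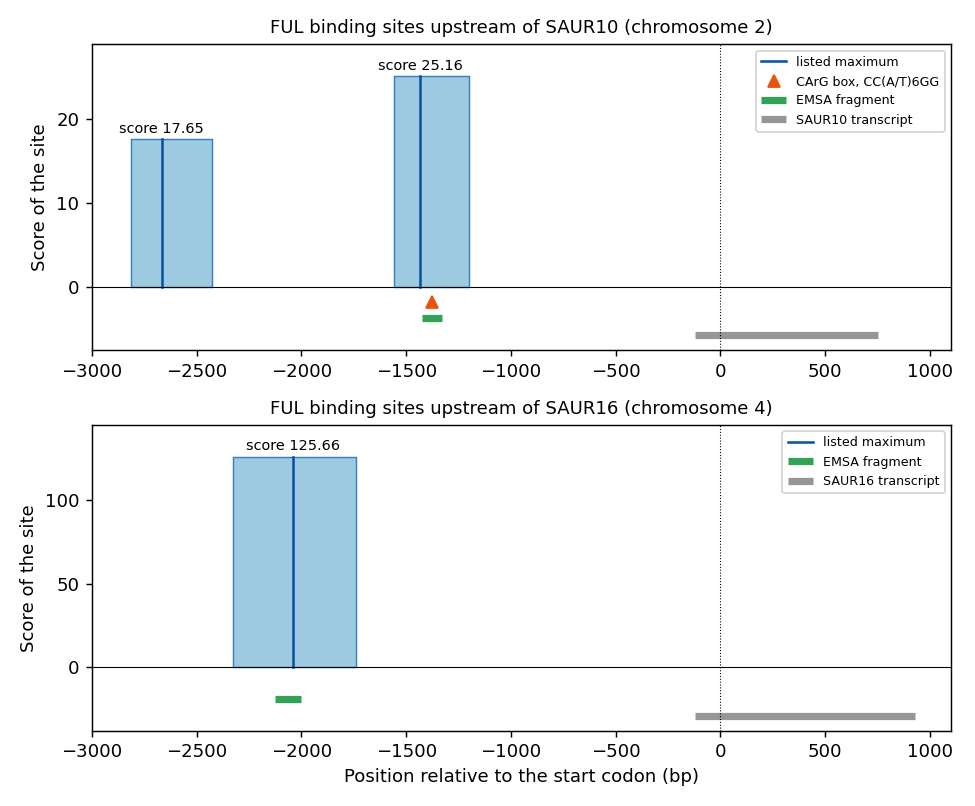
FUL binding sites upstream of *SAUR10* (top) and *SAUR16* (bottom), with the position relative to the start codon in bp on the horizontal axis and the score of the site on the vertical axis, which differs between the panels. Boxes span each site, dark lines mark the listed maximum, the triangle marks the CArG box, and bars below the axis mark the EMSA fragments and the transcripts. The CArG box and the EMSA fragment of *SAUR10* lie under the larger site with the score of 25.16.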

*SAUR10* and *SAUR16* belong to a clade of eight highly homologous *SAUR* genes, comprising *SAUR8*, *SAUR9*, *SAUR10*, *SAUR12*, *SAUR16*, *SAUR50*, *SAUR51*, and *SAUR54* (Kodaira *et al.*, 2011). 

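Of the other members of this clade, *SAUR12* (AT2G21220) had a site at the threshold, with a score of 6.81 and the maximum 2219 bp upstream of its start codon, on chromosome 2 from 9087161 to 9087338. It is not among the loci of Supplementary Table S1. *SAUR51* (AT1G75580) and *SAUR50* (AT4G34760) had only sites below the threshold, with scores of up to 5.57 and 4.43. No site was listed in the windows of *SAUR8* (AT2G16580), *SAUR9* (AT4G36110) and *SAUR54* (AT1G19830).

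By the names and descriptions of the annotation 82 genes were counted as *SAUR* genes, and 16 of them were among the 1560 target genes. These 16 include *PAR1* and *PAR2*, which were counted because the annotation gives *SAUR15* as a synonym of both. The paper describes *PAR1* and *PAR2* as shade response regulators that lower *SAUR* expression. They were kept in the group in each test below, and no test was run without them. The odds ratio against all other genes was 5.70 (two-sided Fisher's exact test, p = 2.01e-07). Many of these genes are neighbours: the 16 genes rest on 11 sites, of which 5 have more than 1 *SAUR* gene in reach. With neighbours that share a site counted once, 9 remained and the odds ratio was 3.20 (Fisher's exact test, p = 0.00352). With only the nearest gene of each site the odds ratio moved most, to 3.04 (Fisher's exact test, p = 0.0292). Non-coding genes could be the nearest gene in this setting. The nearest gene of the *SAUR16* site is the long non-coding RNA AT4G09765, so *SAUR16* is not counted through this site.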

The genes in this clade have not been functionally characterized yet, but both SAUR9 and SAUR50 have been reported to strongly inhibit PP2C-D activity (Spartz *et al.*, 2014; Atamian *et al.*, 2016), suggesting that proteins of the SAUR10 clade inhibit PP2C-Ds to induce cell expansion via modification of H^+^-ATPases, as has been reported for SAUR19 (Spartz *et al.*, 2014).

**Fig. 1.**
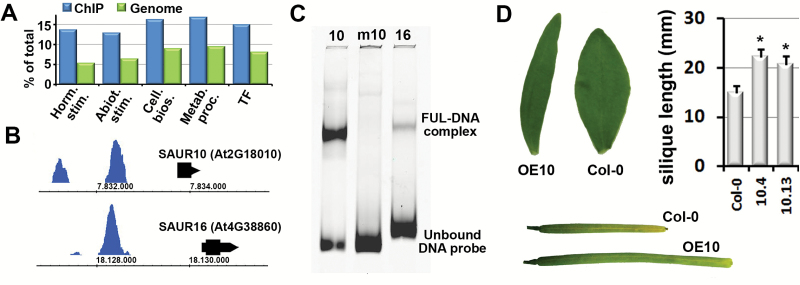
FUL binds many genes involved in hormone pathways, including *SAUR10* and *SAUR16.* (A) Graph showing gene ontology categories in which the FUL targets are significantly over-represented. The y-axis indicates the percentage of genes belonging to this ontology category. A generic GO term finder was used for the analysis (http://go.princeton.edu/cgi-bin/GOTermFinder). The bars represent from left to right: i) response to hormones; ii) response to abiotic stimulus; iii) regulation of cellular biosynthetic process; iv) regulation of primary metabolic process; and v) regulation of transcription, DNA-templated. (B) FUL binding peaks in the upstream regions of *SAUR10* (top) and *SAUR16* (bottom). (C) Binding of the FUL homodimer to different DNA probes in an EMSA assay. Lane 1, *SAUR10* promoter fragment; Lane 2, *SAUR10* promoter fragment with mutated CArG box; Lane 3, *SAUR16* promoter fragment. (D) The overexpression phenotypes of the *35S:SAUR10* lines include longer siliques (picture stage 17B siliques) and differently shaped cauline leaves. See Supplementary Fig. S4 for additional phenotypes. Significant differences from the wild-type (Student’s *t*-test, *P*<0.05) are indicated with an asterisk.

To confirm that FUL is able to bind to the upstream regions of *SAUR10* and *SAUR16*, we performed EMSA using the sequence below the peaks as probes (Fig. 1C, see Supplementary Table S2 for the probe sequences). A shift was clearly detected for the *SAUR10* fragment, confirming that FUL can physically bind to this fragment. However, only a faint band indicating a shift was observed for the *SAUR16* fragment, suggesting that FUL is not able to efficiently bind this fragment as a homodimer, in line with the lack of a canonical CArG box in this fragment. Possibly, FUL needs to interact with other transcription factors to strongly bind the *SAUR16* upstream region. To investigate whether the CArG box in the *SAUR10* fragment is essential for FUL binding, we also generated a probe in which the CArG box was disturbed by the mutation of AT to CG in the mid region of the motif (*mSAUR10*). We did not observe a shift for this fragment (Fig. 1C), confirming the importance of the CArG box for the binding of FUL. As FUL is able to bind strongly to sequences in the *SAUR10* promoter *in vivo* and *in vitro*, we further focused on *SAUR10* to unravel its function as direct target of FUL.

### *SAUR10* induces growth

To get an indication of the function of *SAUR10*, we generated an overexpression construct under control of the 35S promoter (*35S:SAUR10*) and transformed it to Col-0 Arabidopsis. The transgenic lines showed pleiotropic growth-related phenotypes, comprising of longer organs and tissues, such as sepals, filaments, etiolated hypocotyls, cauline leaves, pistils and siliques, and a wavy stem (Fig. 1D and Supplementary Fig. S3). These data indicate that *SAUR10* can promote cell elongation similar to other *SAURs* (Chae *et al.*, 2012; Spartz *et al.*, 2012; Stamm and Kumar, 2013; Ren and Gray, 2015). As reported previously for *SAUR36* (Hou *et al.*, 2013), the leaves of the overexpression lines also senesced earlier than the wild-type leaves (Supplementary Fig. S3). We also tested different T-DNA insertion lines for *SAUR10*. However, the insertion in FLAG_590D09 could not be confirmed, while the insertion in SM_3_1724 was found to be located at the 3’ end of the coding sequence and didn’t affect the expression of *SAUR10*. The phenotypes of these lines were similar to the wild-type.

### FUL is a pleiotropic regulator of plant growth and architecture

To investigate the role of FUL in the regulation of *SAUR10* in the silique, we performed a quantitative RT-PCR experiment (qPCR) to compare the expression of *SAUR10* in wild-type and *ful-7* (SALK_033647) mutant siliques from flower stages 11–14 (Smyth *et al.*, 1990). However, we didn’t find an expression difference, suggesting that *SAUR10* is not regulated by FUL in the silique (Fig. 2A).

**Fig. 2.**
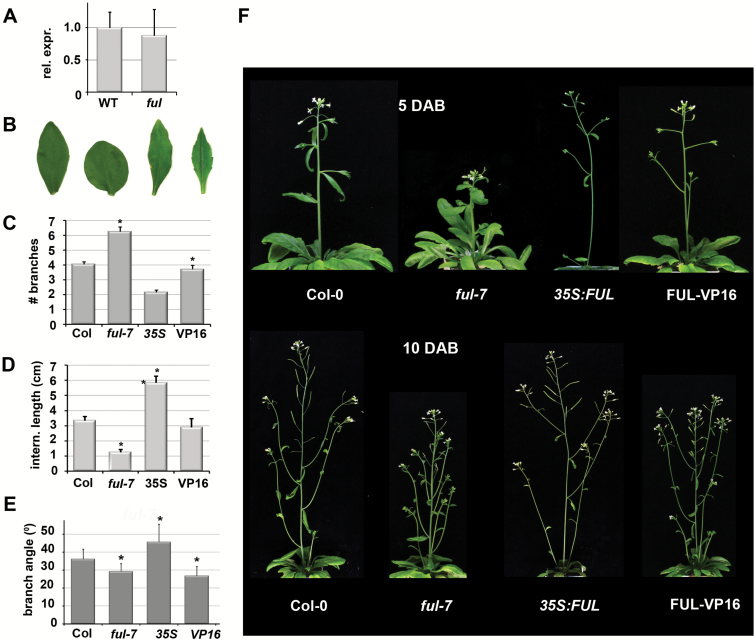
FUL is a pleiotropic regulator of plant growth and architecture. (A) Expression of *SAUR10* in wild-type and *ful-7* siliques from stages 12–16. (B) Cauline leaf phenotypes of Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 leaves (from left to right). (C) The number of branches formed along the main inflorescence. (D) Average internode length between the branches in plants at 10 DAB. (E) Average branch angle of all side branches along the primary stem of plants around 12 DAB. (F) Architecture phenotypes of Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 plants at 5 DAB (upper panel) and 10 DAB (lower panel). In (A), the error bars represent the SE based on two biological replicas. In (C–E), the error bars represent the SE based on at least 20 measurements. Significant differences from the control (Student’s *t*-test, *P*<0.05) are indicated with an asterisk.

We therefore hypothesized that there could be other tissues in which FUL regulates *SAUR10*, possibly explaining some of the growth-related phenotypes observed in *ful* mutants (Fig. 2B–F). In addition to the well described phenotypes in the silique and inflorescence meristem (Gu *et al.*, 1998; Ferrándiz *et al.*, 2000*a*), *ful* mutants also exhibit an altered cauline leaf shape (Fig. 2B, Gu *et al.*, 1998). We also noticed distinct differences in stem development and architecture, including enhanced branching, decreased inflorescence branch angles, and shorter stem and internode lengths in *ful-7* mutants (Fig. 2C–F and Supplementary Fig. S4). Shortly after bolting, wild-type stems elongate considerably, reaching a length on average of 12.8 cm (+/-5.4 cm) at 5 d after bolting (DAB), while *ful-7* stems hardly elongated at that stage and are only on average 5.3 cm (+/- 2.8 cm, *P*<0.001) long. The difference in stem length is still visible at 10 DAB but disappears when the plants grow older (Fig. 2F and Supplementary Fig. S4). *35S:FUL* overexpression lines exhibit a phenotype opposite to *ful-7*, with enhanced stem elongation and increased internode size in combination with reduced branch numbers and increased branch angles (Fig. 2B–F).

We compared the phenotypes of *ful-7* mutants and wild-type plants to a *pFUL:FUL-VP16* line (FUL-VP16). This line consists of a translational fusion of FUL with the strong transcriptional activation domain of the herpes virus protein VP16, driven by the *FUL* promoter. Genes that in wild-type plants are repressed by *FUL* are expected to become activated in this line. Phenotypes of *ful* mutants that are caused by target gene de-repression should thus be similar in the FUL-VP16 line, albeit probably to a lesser extent because FUL-VP16 has been generated in the Col-0 background and still contains an endogenous FUL copy that can repress the targets. The FUL-VP16 plants showed aberrant phenotypes that were probably a mix of enhanced target gene activation, for those targets that in wild-type tissues are activated by FUL, and activation of targets that are normally repressed by FUL. For example, FUL-VP16 siliques exhibited ‘shoulders’ and a short style similar to *35S:FUL* siliques, while their overall phenotype more closely resembled that of *ful-7* siliques (Supplementary Fig. S5A). To verify that FUL-VP16 is not co-suppressing endogenous *FUL*, we tested *FUL* transcript abundance in stem and branches and found a 1.5–2-fold higher expression of *FUL* (Supplementary Fig. S5B), indicative of the presence of an additional *FUL* copy (FUL-VP16) and not of co-suppression. Several FUL-VP16 phenotypes, including stem and cauline leaf growth, were more similar to *35S:FUL* than to *ful-7*, suggesting that these traits are largely regulated by activation of target genes in the wild-type (Fig. 2B, F).

### FUL represses SAUR10 in the stem

To investigate whether FUL can regulate *SAUR10* in tissues other than the silique, we generated reporter lines for *SAUR10* (*pSAUR10:GUS*) and crossed these into the *ful-7*, *35S:FUL* and *FUL-VP16* backgrounds. The *GUS* expression patterns of the *pSAUR10:GUS* lines was rather specific, with staining predominantly in the veins and petioles of rosette leaves and cauline leaves. In the context of the flower, expression appeared only in stage 12 flowers in the vasculature of the style, and in stage 13 flowers in the apical parts of the stamen filaments and petals. Apart from the expression in the style, no expression was observed in the pistil or silique (Fig. 3A).

**Fig. 3.**
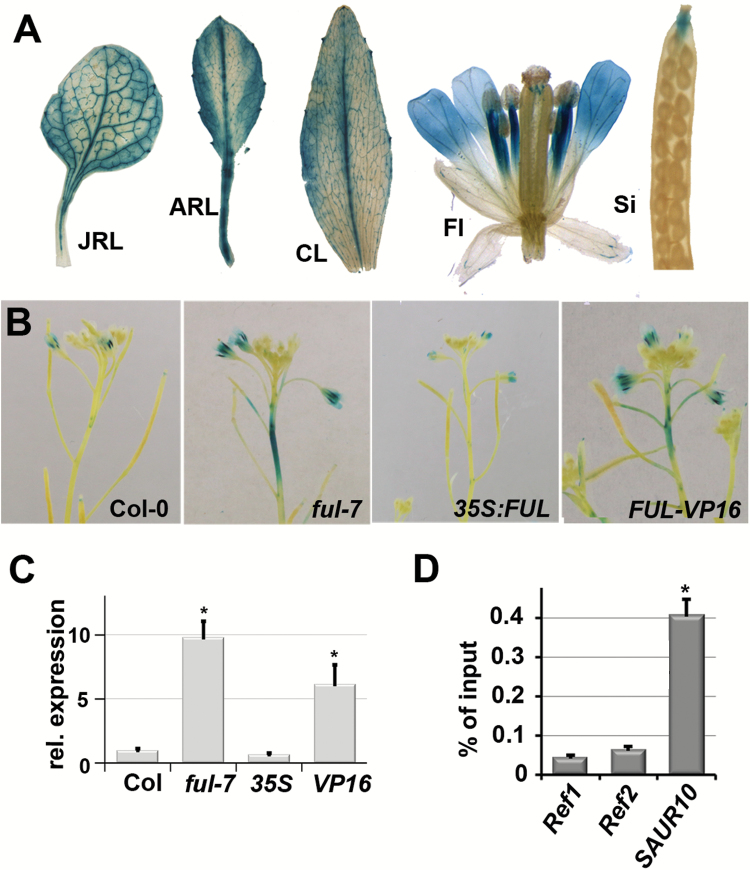
*SAUR10* is regulated by FUL in stems. (A) GUS staining pattern in different organs and tissues of a *pSAUR10:GUS* line. JRL, juvenile rosette leaf; ARL, adult rosette leaf; CL, fully expanded cauline leaf; Fl, flower stage 13; Si, silique stage 17. (B) GUS staining pattern of *pSAUR10:GUS* inflorescence stems from different FUL backgrounds. (C) Relative expression of *SAUR10* in the upper stem segment of Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 plants 8–10 DAB. (D) Graph from a ChIP-qPCR experiment showing the enrichment of the *SAUR10* fragment relative to two reference sequences in a ChIP sample from stem tissue. The enrichment of the fragments was calculated as a percentage of the input sample. Error bars represent the SE of three biological replicas in the case of expression analyses, and two replicas for the ChIP-PCR. Significant differences from the control (Student’s *t*-test, *P*<0.05) are indicated with an asterisk.

*SAUR10* expression in *ful-7* and FUL-VP16 stems was clearly different from expression in wild-type plants. In wild-type inflorescences, *pSAUR10:GUS* expression was not, or only very weakly, observed in the stem. However, in both *ful-7* and FUL-VP16 inflorescences, GUS expression was present in the upper stem region, indicating that *SAUR10* is de-repressed in *ful-7* and activated by FUL-VP16 in inflorescence stems (Fig. 3B). To investigate whether *SAUR10* transcript levels were in line with these results, RNA was extracted from a 1 cm stem segment directly below the inflorescence meristem, and qPCR was performed. *SAUR10* expression was found to be approximately 10-fold higher in *ful-7* and 6-fold higher in FUL-VP16, while the levels in *35S:FUL* were not significantly decreased, probably because *SAUR10* expression is already very low in wild-type stems (Fig. 3C). These data are consistent with direct repression of *SAUR10* by FUL, and are in line with our observation that *pFUL:GUS* is active in the inflorescence stem (Supplementary Fig. S1).

Since our ChIP-Seq experiment was performed with silique tissue, we were not certain if FUL could directly bind to *SAUR10* in the stem. To test this, we performed ChIP-qPCR experiments using stem tissue of primary and secondary inflorescences. We found a distinct enrichment for *SAUR10* in both replicates (Fig. 3D), showing that FUL can directly bind to the *SAUR10* locus in stems as well. In conclusion, we show here that FUL can directly repress *SAUR10* expression in the stem.

### Auxin and BR induce SAUR10 expression synergistically

Experiments with auxin have identified *SAUR10* as one of the Arabidopsis *SAUR* genes clearly upregulated in response to auxin treatment in seedlings (Goda *et al.*, 2004; Paponov *et al.*, 2008; Chapman *et al.*, 2012; Bargmann *et al.*, 2013). *SAUR10* has also been reported to be responsive to brassinosteroids (BRs) (Yu *et al.*, 2011). To investigate the interaction between FUL-controlled repression and hormone-induced upregulation, we treated wild-type, *ful-7*, *35S:FUL*, and FUL-VP16 seedlings with auxin, namely 5 µM indole-3-acetic acid (IAA), and/or BRs, namely 5 µM brassinolide (BL), for 4 h. Wild-type seedlings treated with BL showed a 4-fold induction of *SAUR10* compared with mock-treated seedlings, while the seedlings treated with auxin showed a 10-fold increase, confirming the previously published hormone responses (Fig. 4A). Interestingly, a combination of IAA and BL resulted in a synergistic effect on the induction of transcription and led to an impressive 65-fold higher expression of *SAUR10* in seedlings. In all treatments, the expression of *FUL* did not change, while the *GUS* transcript levels in treated *pSAUR10:GUS* plants showed a response similar to *SAUR10*, indicating that hormone induction is regulated by the promoter rather than through post-transcriptional mechanisms. To test whether FUL could influence the hormone-induced increase in *SAUR10* expression, we performed the IAA-BL treatments in *ful-7*, *35S:FUL*, and FUL-VP16 seedlings. This revealed no significant differences (Fig. 4B), suggesting that FUL does not influence the hormonal upregulation of *SAUR10* in seedlings.

**Fig. 4.**
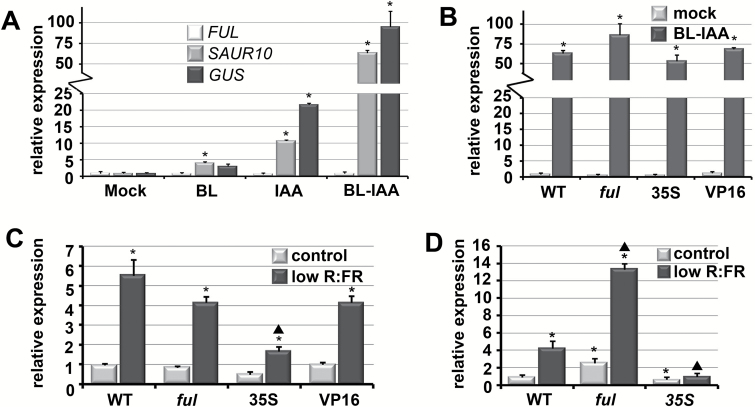
*SAUR10* is induced by a combination of BRs and auxin, and by reduced R:FR ratios, which can be repressed by FUL in the stem. (A) Expression of *SAUR10*, *GUS* (in *pSAUR10:GUS* lines) and *FUL* in 10 day-old seedlings after a 4 h treatment with auxin (IAA), BRs (BL) or a combination of both (BL-IAA). (B) Expression of *SAUR10* in 10 day-old Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 seedlings after a 4 h treatment with a combination of auxin and BRs (BL-IAA). (C) Expression of *SAUR10* in Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 12 day-old seedlings grown for 4 h under reduced R:FR light conditions or under control conditions. (D) Expression of *SAUR10* in Col-0, *ful-7*, *35S:FUL*, and FUL-VP16 stems 7 DAB, grown for 4 h under reduced R:FR light conditions or under control conditions. The error bars represent the SE of three biological replicas. In (A) and (B), significant differences from the mock control (Student’s *t*-test, *P*<0.05) are indicated with an asterisk. In (C) and (D), significant differences from the wild-type control situation (Student’s *t*-test, *P*<0.05) are indicated with an asterisk, while significant differences from the wild-type low R:FR situation are indicated with a triangle.

### The response of SAUR10 to shade is influenced by FUL

*SAUR10* can be highly induced by a combination of auxin and BRs, two hormones that have together been associated with shade responses (Pierik *et al.*, 2009; Keuskamp *et al.*, 2011). When exposed to shade, plants sense a decreased R:FR ratio, as well as depletion of blue light, and respond by phenotypic changes such as stem, internode and petiole elongation, and hyponastic leaf movement, together referred to as the shade-avoidance syndrome (SAS). To investigate whether *SAUR10* is responsive to simulated shade, we transferred 12 day-old seedlings to low R:FR light conditions and compared the expression of the genes with seedlings from the control condition. *SAUR10* showed a marked increase of expression after 4 h of low R:FR, indicating that it can indeed positively respond to shade. This response was not different in *ful* or FUL-VP16 seedlings, but was significantly reduced in *35S:FUL* seedlings, suggesting that the ectopic overexpression of FUL represses the shade-induced upregulation of *SAUR10* (Fig. 4C).

To investigate whether the effect of FUL was more distinct in the tissue where it actually represses *SAUR10*, we transferred wild-type, *ful*, and *35S:FUL* plants to low R:FR conditions and harvested stem segments after 4 h. The expression in wild-type stems was upregulated four times compared with control stems, while the upregulation in *ful* mutant stems increased to 14 times (Fig. 4D). The upregulation in *ful* stems is higher than can be explained by an additive effect of de-repression and shade-induced upregulation, suggesting that loss-of-FUL allows a greater response to the light conditions. No significant upregulation compared with control conditions could be detected at all in *35S:FUL* stems (Fig. 4D), pointing to a much stronger effect of FUL repression in the regulation of *SAUR10* expression in the stem than in seedlings. In conclusion, these experiments show that *SAUR10* is a distinct responder to both hormone and light stimuli, and that the light response can be attenuated by FUL in the stem.

### De-repressed SAUR10 expression correlates with longer cells in the stem

We inspected the stem and architecture phenotype of the *ful* mutants further to identify phenotypic features that could be attributed to *SAUR10* de-repression. Given the longer organ phenotype of the *SAUR10* overexpression lines, we expected the inflorescence stem of *ful-7* plants, in which *SAUR10* is more highly expressed, to be longer than the wild-type, and that of *35S:FUL* to be shorter. However, we found the opposite effect in young inflorescences, which were shorter in *ful-7* plants, with a significantly smaller distance between side branches (Fig. 2D) and silique internodes (Supplementary Fig. S4). To determine whether the cell sizes in the stem were in line with the internode sizes, we measured cell length in wild-type, *ful-7*, and *35S:SAUR10* stems between internodes one and two. Interestingly, this revealed longer cells in the *ful-7* and *35S:SAUR10* stems compared with wild-type (Fig. 5A, B), showing that *ful-7* stems have longer cells despite having shorter internodes. Thus, the upregulation of *SAUR10* in the *ful-7* stem probably does result in longer cells, but the shorter stem phenotype is caused by reduced cell division as a result of de-regulation of other target genes.

**Fig. 5.**
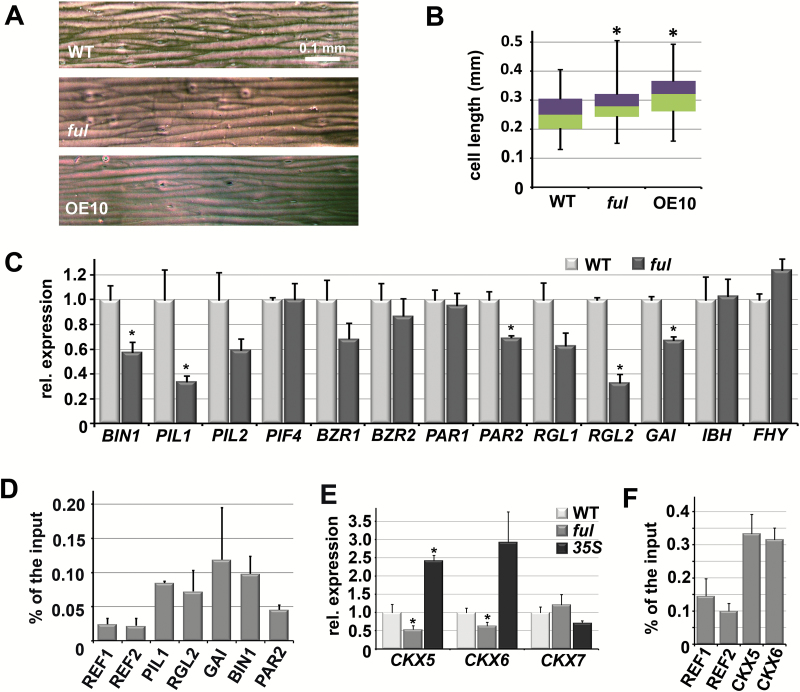
The *ful* mutant stem phenotype is due to a combination of de-regulated genes. (A) Prints of stem segments between internode 1 and 2 from wild-type, *ful-7*, and *35S:SAUR10* stems. The scale bar represents 0.1 mm. (B) Boxplot showing the cell lengths of the stem segments such as in panel (A). The distribution of the lengths is depicted as follows: purple, upper quartile; green, lower quartile; upper error bar, maximum; lower error bar, minimum. Cell lengths were measured with ImageJ and based on at least 40 cells from three different stem segments. (C) Relative expression of a number of genes from the ChIP-seq target list in wild-type and *ful-7* stems. (D) Graph from a ChIP-qPCR experiment showing the enrichment of the *PIL1, RGL2, RGA2*, and *BIN1* fragments relative to two reference sequences in a ChIP sample from stem tissue. The enrichment of the fragments was calculated as a percentage from the input sample. (E) Relative expression of *CKX5, CKX6* and *CKX7* in the upper stem segment of wild-type, *ful-7*, and *35S:FUL* inflorescences. The significance of the differential expression in the *ful-7* samples compared to the wild-type was calculated based on five biological replicates. (F) Graph from a ChIP-qPCR experiment showing the enrichment of the *CKX5* and *CKX6* fragments relative to two reference sequences in a ChIP sample from stem tissue. The enrichment of the fragments was calculated as a percentage of the input sample. Error bars represent the SE of three biological replicas in the case of expression analyses. Significant differences from the control (Student’s *t*-test, *P*<0.05) are indicated with an asterisk. Two replicas were performed for the ChIP-PCR. (This figure is available in colour at *JXB* online)

### The ful mutant stem phenotype is caused by a combination of de-regulated genes

FUL represses *SAUR10* in the stem, but the stem phenotype of the *ful-7* line, which shows retarded cell division, indicates that FUL additionally activates other targets to regulate stem growth and architecture. We therefore examined the FUL ChIP target list in more detail for genes that have been associated with growth responses. In addition to genes involved in cytokinin and auxin signalling, such as the cytokinin degradases *CKX5*, *CKX6*, and *CKX7*, and genes encoding the AUX/IAA proteins IAA8 and IAA16, we also found a remarkable number of genes that are implicated in the light-sensitive growth of hypocotyls, encoding transcription factors involved in the BZR-PIF-ARF-DELLA pathway (Bai *et al.*, 2012; Oh *et al.*, 2014). These include the PIF genes *PIL1*, *PIL2*, and *PIL4*, the DELLA genes *RGL1*, *RGL2*, and *GAI*, the BR pathway genes *BZR1* (only one replica), *BZR2*, and *BRASSINOSTEROID INSENSITIVE 1* (*BIN1*), and also the photoreceptor phytochrome A (FHY) and its targets *PHYTOCHROME RAPIDLY REGULATED 1* (*PAR1*) and *PAR2*, which are negative regulators of the shade response and reduce the expression of several *SAURs* (Roig-Villanova *et al.*, 2007).

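In the silique ChIP-Seq list, *CKX7* (AT5G21482, chromosome 5) had the highest score of these genes, 50.92, at a site from 7228823 to 7229327 inside the gene. *CKX6* (AT3G63440, chromosome 3) had a score of 35.6 at a site from 23422564 to 23423075, with the maximum 1464 bp upstream of the start codon. The site of *CKX5* (AT1G75450, chromosome 1) has a score of 8.14 and lies inside the gene, from 28315826 to 28316109. *IAA16* (AT3G04730, chromosome 3) had a score of 8.14 at a site 834 bp upstream of its start codon. The site in the window of *IAA8* (AT2G22670, chromosome 2) has a score of 6.81 and lies 1583 bp upstream of the start codon, and a site with a score of 14.22 lies further away, 4456 bp upstream. None of the sites within the windows of these genes had a CArG box within 100 bp of the maximum.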

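The site of the phytochrome A gene (*PHYA*, AT1G09570) had a score of 34.73, and *PIL1* (AT2G46970) and *BIN1* (AT4G39400, which the annotation calls *BRI1*) both had a score of 33.42. Their maxima lay 1852, 1315 and 1980 bp upstream of the start codons, and the *BIN1* site was the one of these with a CArG box within 100 bp. *BZR2* (AT1G19350) had a score of 14.22 at 127 bp upstream, while Supplementary Table S1 lists it with 19.45, the score of a site 5647 bp upstream. *RGL2* (AT3G03450) and *PAR1* (AT2G42870) had a score of 12.59 at 1501 and 1317 bp upstream, the latter with a CArG box. The scores of *PIL2* (AT3G62090), *GAI* (AT1G14920) and *PAR2* (AT3G58850) were nearer to the threshold, at 8.71, 8.14 and 6.81. No gene is named *PIL4* in the annotation. *PIF4* (AT2G43010) had a score of 8.14 at 372 bp upstream. For *RGL1* (AT1G66350) the site within the window had a score of 3.45, below the threshold, and a site with a score of 23.21 lay 4189 bp upstream of the start codon. *BZR1* (AT1G75080) had a site with a score of 4.43, below the threshold, 1821 bp upstream. Of all 29 genes examined by name, 21 had a site at the threshold in their window.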

To determine if any of these genes were regulated by FUL in the stem, we performed qPCR analysis to compare the transcription levels of *ful-7* mutant stems with wild-type. We detected significantly lower transcript levels for *BIN1*, *PIL1*, *RGL2*, *GAI*, and *PAR2*, indicating that FUL activates these genes in wild-type stems (Fig. 5C). We selected these targets to test whether they were also bound by FUL in the stem, and found enrichment for all five tested genes in two independent ChIP experiments (Fig. 5D). However, the decreased expression of these genes will have an effect on cell elongation rather than on cell division (Nam and Li, 2002; Salter *et al.*, 2003; Roig-Villanova *et al.*, 2007; Li *et al.*, 2012) and can thus not entirely explain the *ful* stem phenotype. *CKX5*, *CKX6*, and *CKX7,* on the other hand, are cytokinin oxidase/dehydrogenase (CKX) genes, which can catalyze the degradation of cytokinins and have been reported to determine the activity of the shoot meristem. We found that the transcript levels of *CKX5* and *CKX6* are significantly decreased in *ful-7* stems, while upregulated in *35S:FUL* stems (Fig. 5E). This would lead to reduced cytokinin breakdown in *ful* mutants and a higher meristem activity (Werner *et al.*, 2003; Bartrina *et al.*, 2011), which could explain the increased branching and shorter internodes as observed. We also tested whether *CKX5* and *CKX6* were bound by FUL in the stem and detected a clear enrichment for the *CKX5* and *CKX6* loci compared with two reference loci (Fig. 6D). FUL thus appears to regulate a complex network of genes that are likely to have opposite functions in stem growth. The outcome of this regulation probably depends on other factors that interfere with this network, such as hormone concentration and light quality.

**Fig. 6.**
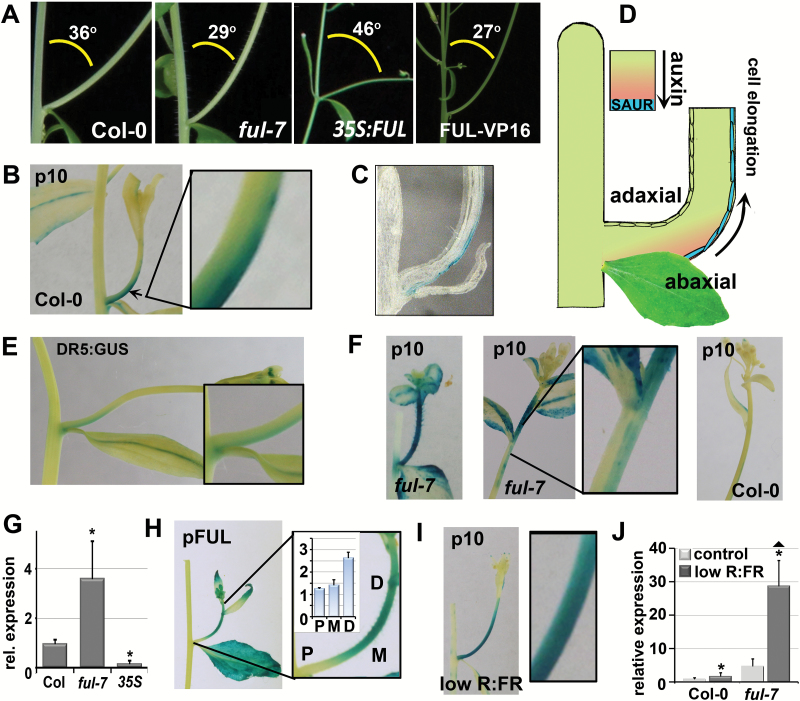
The branch angle phenotype of the *ful* mutant correlates with specific abaxial expression of *SAUR10* in branches. (A) Pictures showing the relation between branch angle and plant architecture in the different FUL backgrounds. The smaller the angle, the more vertical the branches grow. The average branch angle in the different backgrounds is indicated. (B) Localization of *pSAUR10:GUS* at the abaxial side of a young branch. The arrow points to the region that was enlarged. (C) Cross-section of a *pSAUR10:GUS* branch. (D) Model showing the correlation between auxin-induced accumulation of growth factors, SAURs, at the abaxial side and branch bending. (E) Localization of DR5:GUS at the abaxial side of the branch. (F) Expression and localization of *pSAUR10:GUS* in the branches of Col-0 and *ful-7*. Left panel: *pSAUR10:GUS* can be observed on both sides of emerging *ful-7* branches. The middle and right panels show older, elongating branches, where no signal is visible any more at the proximal part near the primary stem, but a difference in the distal part can be observed. *pSAUR10:GUS* is clearly visible in the distal region of elongating *ful-7* branches, and is specifically abaxially expressed directly below that region (middle panel), whereas *pSAUR10:GUS* is not visible in the distal region of elongating older Col-0 branches (right panel). (G) Relative transcript levels of *SAUR10* in young branches from different FUL backgrounds. (H) *FUL* is highly expressed throughout branches, with the highest expression in the distal region. P, proximal region; M, middle region; D, distal region. (I) Localization of *pSAUR10:GUS* on both sides of branches grown under reduced R:FR light conditions. (J) Relative transcript levels of *SAUR10* in Col-0 and *ful-7* branches under control conditions and reduced R:FR light conditions. p10, pictures from *pSAUR10:GUS* stained tissue; pFUL, pictures from pFUL:GUS stained tissue. The error bars depict the SE based on three biological replicas. Significant differences (Student’s *t*-test, *P*<0.05) are indicated with an asterisk.

### De-repressed SAUR10 expression correlates with decreased branch angles

We also noticed that the branch angles in *ful-7* and FUL-VP16 plants are significantly smaller than in the wild-type, while being larger in *35S:FUL* (Figs 2E and 6A). Branch angle is highly dynamic and depends on gravitropic and phototropic signals, both of which depend on auxin gradients (Roychoudhry *et al.*, 2013; Liscum *et al.*, 2014). In addition, BRs have also been found to influence auxin-mediated phototropic responses (Liscum *et al.*, 2014). We therefore investigated whether the altered branch angles in *ful* mutants could be correlated to *SAUR10* expression. *pSAUR10:GUS* activity was specifically observed at the abaxial side of young Col-0 branches and sectioning revealed that expression was located in the abaxial epidermal layer (Fig. 6B, C), pointing to a role for *SAUR10* in branch bending. Since directed auxin-induced hypocotyl/stem elongation occurs in accordance with the SAUR-mediated acid growth theory and growth is predominantly regulated by the epidermis (Fendrych *et al.*, 2016; Procko *et al.*, 2016), we reasoned that *SAUR* expression in the abaxial epidermal cell layer is expected to enhance cell elongation on this side, resulting in more vertical growth of the branch (Fig. 6D). To determine if auxin concentrations are higher at the abaxial side of the branch, we examined the DR5:GUS auxin reporter line (Ulmasov *et al.*, 1997). This revealed a weak GUS signal in DR5:GUS branches, specifically at the abaxial side after prolonged staining (Fig. 6E), indicating that auxin levels are indeed higher at the abaxial side of the branch, probably inducing *SAUR10* expression.

Similar to the de-repression of *SAUR10* in the primary inflorescences of *ful-7* and *FUL-VP16* plants, *SAUR10* was also clearly upregulated in the stem of the branch inflorescences. We examined the *pSAUR10:GUS* pattern in detail in the *ful-7* line and found that in young, emerging branches, the GUS signal was higher than in the wild-type and could also be observed at the adaxial side (Fig. 6F). This upregulated *pSAUR10:GUS* signal remained distally visible when the branch elongated and was accompanied by a region with distinct abaxial GUS expression just below the distal region. In contrast, *pSAUR10:GUS* was rarely observed in wild-type branches at this stage (Fig. 6F). In accordance with FUL repressing *SAUR10* in branches, the *pSAUR10:GUS* signal was mostly absent in *35S:FUL* branches (Supplementary Fig. S6A). These *pSAUR10:GUS* data were confirmed by qPCR analysis of *SAUR10* transcript levels in branches 4–6 DAB, which revealed a 3–4-fold higher expression in *ful-7* and a 5-fold reduction in *35S:FUL* (Fig. 6G). The higher abaxial expression in the region below the *ful-7* (Fig. 6F) and FUL-VP16 (Supplementary Fig. S6A) inflorescences can well explain the more vertical branching in these lines. The expression of *FUL* itself also corresponds with the observed *SAUR10* expression, as *FUL* is highly expressed throughout branches and exhibits the highest levels just below the inflorescences (distal part, Fig. 6H). This is in line with the observation that *SAUR10* de-repression is most prominent in this region.

### Abaxial SAUR10 expression is affected by light conditions

To investigate whether the expression of *pSAUR10:GUS* in branches was sensitive to light conditions, we reduced the R:FR ratio and determined the GUS pattern in the inflorescences after 24 h. We observed a relocation of the GUS signal to both sides of the branch (Fig. 6I), consistent with a positive response of *SAUR10* to the shaded, low R:FR conditions at both the adaxial (Ad) and abaxial (Ab) sides and thus an increase of the Ad/Ab ratio. In line with this result, plants that were exposed for a longer period to reduced R:FR conditions exhibited substantially increased branch angles (Supplementary Fig. S7A, B), suggesting a more homogenous growth factor distribution. If *SAUR10* is indeed regulating branch bending, branch angle should also be disturbed in *35S:SAUR10* plants, where *SAUR10* is ectopically expressed at the adaxial side. The expected increased Ad/Ab ratio would then result in more horizontal branch growth. Indeed, we observed larger branch angles in the *35S:SAUR10* line, although branch growth was highly variable and irregular (Supplementary Fig. S7A, B). This irregular growth was even stronger under reduced R:FR conditions (Supplementary Fig. S7B), suggesting that the *SAUR10* overexpression phenotype is enhanced by the SAS response.

We also tested to what extent FUL could influence the effect of simulated shade on *SAUR10* expression levels and branch angle phenotype. In branches of the *ful* mutant, de-repression of *SAUR10* combined with shade-induced expression resulted in an almost 30-fold upregulation of *SAUR10* in young branches (Fig. 6J). This is again more than can be explained by an additive effect alone, suggesting that the absence of FUL allows an enhanced response to the light conditions, causing an increase in expression on both the abaxial and adaxial sides. In line with this, simulated shade resulted in more horizontal branch growth in all backgrounds (Supplementary Fig. S6B).

In conclusion, we found *SAUR10* to be abaxially expressed in branches, presumably as a result of auxin accumulation at the shaded side of the branch. The de-repression of *SAUR10* in the *ful* mutant results in increased abaxial expression in the distal part of the branch, which can cause the increased bending of the branches observed in *ful* mutants. In wild-type branches, FUL represses *SAUR10*, thereby possibly preventing over-bending of the branch and attenuating responses to light conditions.

## Discussion

We show here that the MADS domain transcription factor FUL is a pleiotropic regulator of plant development, which plays important roles in plant growth and architecture in addition to its well known functions in fruit development and flowering time. In particular the deviating branch angles in the *ful* mutants are very interesting, since little is known about this trait, which is particularly important for crop yield. Loci in other species that could be linked to branch angle have been associated with the auxin pathway, such as the LA1 locus in rice (Li *et al.*, 2007) and the *GRETCHEN HAGEN 3* (*GH3*) gene in *Brassica napus* (Liu *et al.*, 2016). Our analysis also indicates that members of the *SAUR* family can play an important role in branch bending, especially in response to environmental conditions like high plant density. We demonstrate that *SAUR10* is specifically expressed at the abaxial side of the branch, thereby affecting branch angle. Enhanced and prolonged abaxial expression of *SAUR10* in the *ful* mutant can explain its more vertical branching phenotype. The activity of *SAUR10* in stems and branches appears to be regulated by interplay between hormone-induced upregulation and FUL-controlled repression. In addition, our data reveal that FUL directly regulates a number of other genes involved in hormone and light signalling, of which the de-regulation contributes to the *ful* mutant phenotype. To what extent these genes contribute to the *ful* mutant phenotype needs to be further investigated. However, a picture is emerging that FUL can regulate plant growth and architecture in concert with the environment by balancing the expression of hormone and light responsive factors. It will be interesting to study how the expression of FUL changes during plant development, and if for example, older plants are less responsive to environmental signals through increased FUL expression.

### FUL interacts with the IAA/BR pathway to repress SAUR10

Despite the broad expression pattern of FUL, de-repression of *SAUR10* in the *ful* mutant only occurs in a limited number of tissues, indicating that *SAUR10* activation requires additional tissue-specific factors, such as high auxin and BR levels. In addition to repressing *SAUR10* under control conditions, we also found that FUL can buffer the hormone- or shade-induced expression of *SAUR10* in stems and branches, suggesting that FUL can attenuate the activity of the auxin and/or BR response transcription factors. Since *SAUR10* has been identified as a direct target of both ARF6 and BZR1 by ChIP-Seq analyses (Oh *et al.*, 2014), it is possible that FUL can interact with either or both of these factors, thereby repressing transcription. FUL binds to a CArG box in the *SAUR10* promoter, which is located 260 bp upstream of a canonical ARF binding motif and only 100 bp downstream of an AuxRE-related element identified by Walcher and Nemhauser (2012). 

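The ARF binding motif TGTCTC was searched on both strands of the 3000 bp upstream of *SAUR10*. Its reverse complement, GAGACA, lies at 7832795 to 7832800 of chromosome 2, 264 bp downstream of the CArG box and 1102 bp upstream of the start codon, in the context AGGCAAAAGGGAGACATTGTAGGGCAA. It lies outside the larger FUL binding site, which ends at 7832703. A further copy at 7831095 to 7831100 lies inside the smaller site, near its outer end. The AuxRE-related element was not analysed here, since its sequence is not given in the text.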

Binding of FUL to the CArG box may disturb the interaction between ARF6 and BZR1 (previously reported by Oh *et al.*, 2014). Our results indicate that FUL is not required to determine the *SAUR10* expression domain, but rather to fine-tune or buffer the response to hormonal stimuli.

### SAURs integrate environmental, hormonal, and developmental signals in the growth response

Different studies in Arabidopsis, soybean and maize have identified *SAUR* genes as hormone-responsive growth regulators. However, *SAUR*s have also been found as direct targets of several transcription factors functioning in plant development, suggesting that they function downstream of both developmental and hormonal regulators to direct plant growth. We demonstrate here that *SAUR10* is regulated by hormonal stimuli, light signals, as well as by the developmental regulator FUL, and can thereby integrate a plethora of signals in the growth response. Several recent reports have strengthened the idea that *SAUR*s can in general respond to a variety of upstream factors, integrating these in the regulation of cell elongation through interaction with PP2C-Ds (Spartz *et al.*, 2014; Challa *et al.*, 2016; Procko *et al.*, 2016; Sun *et al.*, 2016). This has been most thoroughly investigated in seedlings, where *SAUR* genes have been grouped according to their response to light conditions in hypocotyls and cotyledons (Sun *et al.*, 2016), indicating that the growth response is controlled by a cluster of similarly regulated *SAUR*s, rather than by single genes. In that respect, *SAUR10* may not be the only *SAUR* with differential expression between the abaxial and adaxial side of the Arabidopsis branches. Interestingly, a *SAUR50*-like gene - *SAUR50* belongs to the *SAUR10*-clade - has recently been identified to be responsible for heliotropism in sunflower (Atamian *et al.*, 2016). The *SAUR50*-like gene is expressed more highly on the east side of the stem during the day, enabling the shoot apex to move gradually from east to west along with the sun. In addition, several other *SAUR*s have been reported to be responsive to shade (Roig-Villanova *et al.*, 2007; Spartz *et al.*, 2012; Procko *et al.*, 2016), indicating that the dynamic response to shade may to a large extent be executed by SAUR proteins. Differential expression of *SAUR* genes may thus in general allow directional growth in a variety of species.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. Identified loci with significant enrichment in the FUL ChIP-Seq

Table S2. Primer list.

Fig. S1. FUL is widely expressed in Arabidopsis.

Fig. S2. Binding sites of FUL in the *SAUR10* and *SAUR16* upstream regions.

Fig. S3. Phenotypes of the *SAUR10* overexpression lines.

Fig. S4. Distance between the silique internodes.

Fig. S5. Characterization of the FUL-VP16 plants.

Fig. S6. FUL represses *SAUR10* in branches, which can be correlated to branch angle.

Fig. S7. The architecture of Col-0 and 35S:SAUR10 plants changes under reduced R:FR conditions.

## Data deposition

ChIP-Seq data. Gene Expression Omnibus (GEO). Accession number GSE79554.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE79554

## Supplementary Material

Supplementary Figures S1-S7 Click here for additional data file.

Supplementary Tables S1-S2 Click here for additional data file.

## Abbreviations:

ABA: abscisic acid
BL: brassinolide
BRs: brassinosteroids
CKX: cytokinin oxidase/dehydrogenase
DAB: days after bolting
FUL: FRUITFULL
GA: gibberellic acid
IAA: indole-3-acetic acid
SAUR: *SMALL AUXIN UPREGULATED RNA.*

# Supplementary material for: FRUITFULL controls SAUR10 expression and regulates Arabidopsis growth and architecture
**Source:** J Exp Bot. 2017 Jun 6;68(13):3391–403. doi: 10.1093/jxb/erx184
**Supplement:** Supplementary Figures S1-S7

## Supplementary data

### Figures

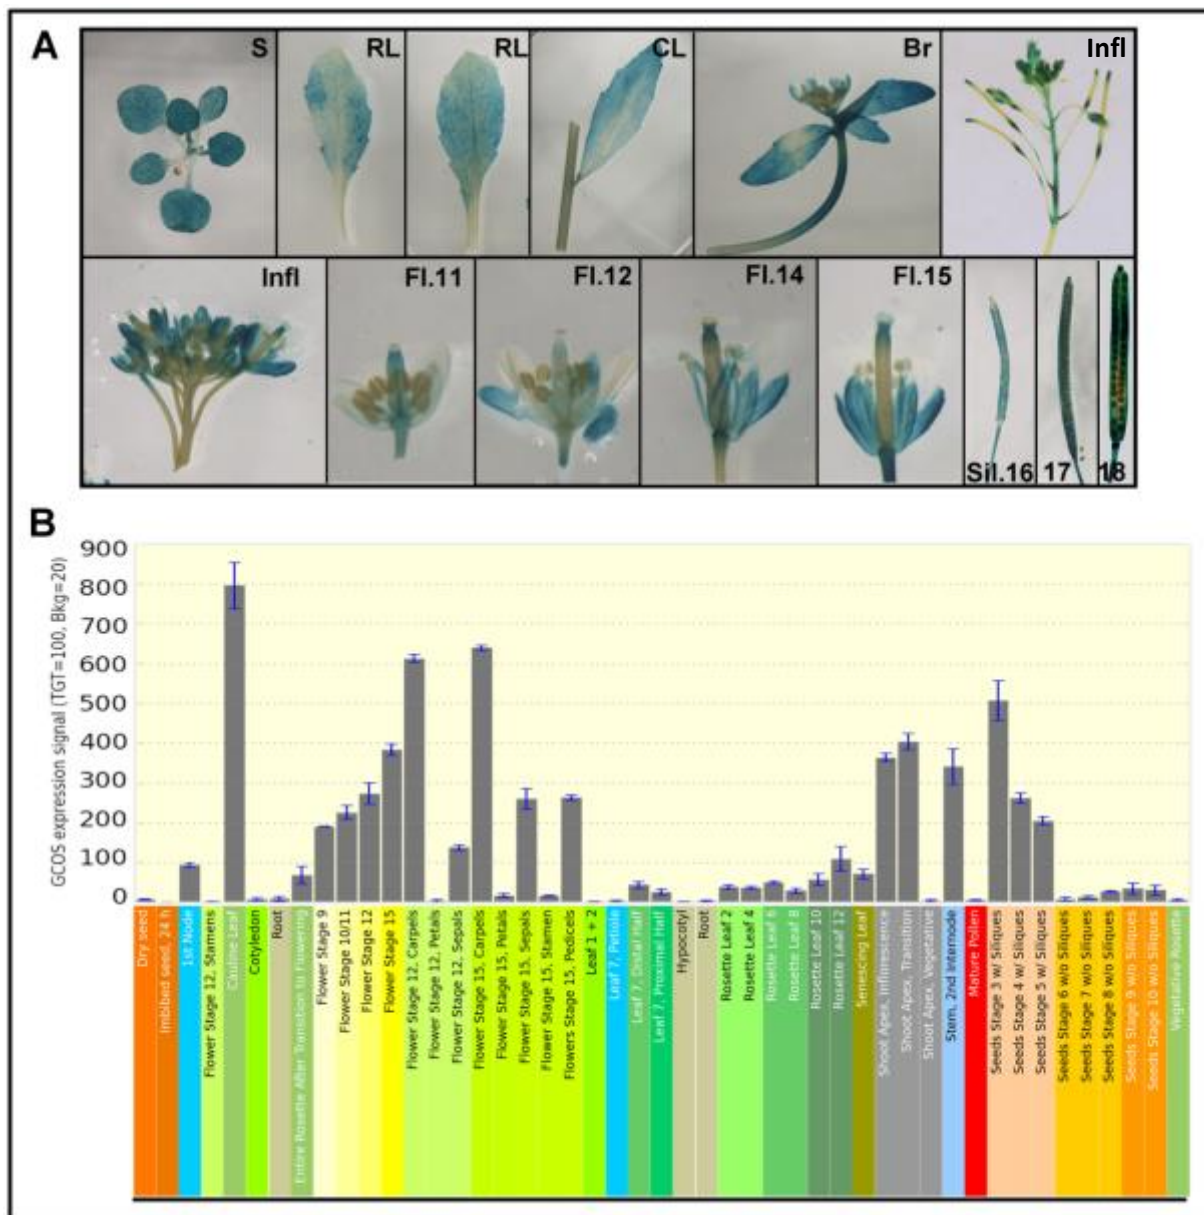

**Figure S1. FUL is widely expressed in Arabidopsis. A)** GUS staining of tissues from a pFUL:GUS line after overnight staining. S = 14 day old seedling/rosette, RL = rosette leaf, CL = cauline leaf, Br = side branch, Infl = inflorescence, FL.11 = flower stage 11, FL.12 = flower stage 12, FL.14 = flower stage 14, FL.15 = flower stage 15, Sil. 16 = silique stage 16, 17 = silique stage 17, 18 = silique stage 18 (stages according to Smyth et al. (1990)). **B)** Expression profile for FUL based on large-scale transcriptome datasets, visualized with the Efp browser (<http://bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi>) (Winter et al., 2007. PLoS One 2(8)).

## SAUR10

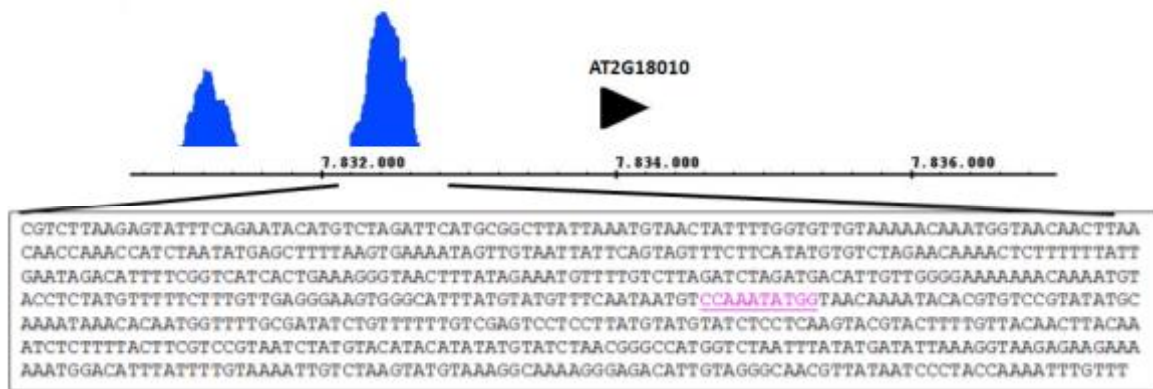

## SAUR16

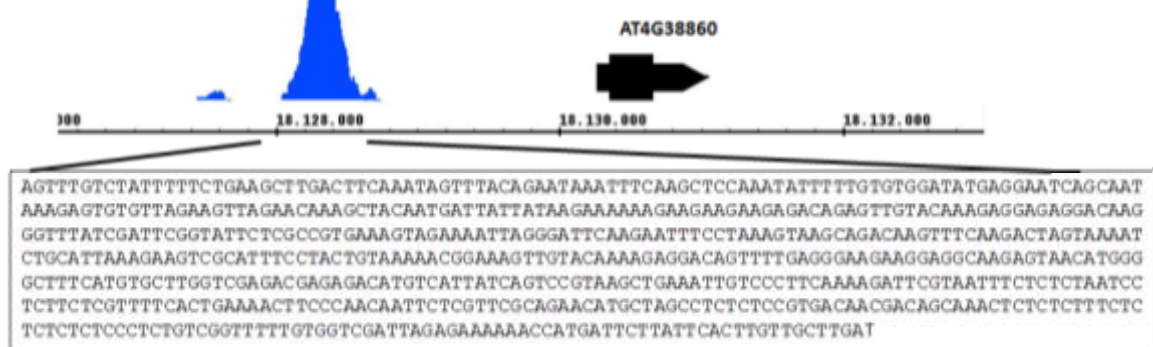

**Figure S2. Binding sites of FUL in the SAUR10 and SAUR16 upstream regions.** The depicted sequences are part of the upstream regions of SAUR10 (upper panel) and SAUR16 (lower panel), spanning the peak region. The canonical CArG-boxes in the SAUR10 promoter is shown in purple and underlined.

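The larger *SAUR10* site of the deposited list, on chromosome 2 from 7832346 to 7832703, is intergenic, spans 358 bp and has a GC content of 32.4%. Its sequence on the forward strand, which is the strand of the gene, is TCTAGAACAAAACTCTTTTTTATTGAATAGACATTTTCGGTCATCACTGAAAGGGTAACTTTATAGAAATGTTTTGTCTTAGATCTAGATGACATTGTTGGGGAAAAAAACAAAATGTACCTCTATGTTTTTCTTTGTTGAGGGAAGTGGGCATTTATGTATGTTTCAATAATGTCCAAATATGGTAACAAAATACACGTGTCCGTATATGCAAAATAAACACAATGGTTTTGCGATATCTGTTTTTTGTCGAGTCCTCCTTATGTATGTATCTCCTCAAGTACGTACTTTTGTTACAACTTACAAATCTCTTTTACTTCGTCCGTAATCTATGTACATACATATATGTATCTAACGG. The *SAUR16* site, on chromosome 4 from 18128032 to 18128620, spans 589 bp and has a GC content of 38.7%. Its sequence on the forward strand is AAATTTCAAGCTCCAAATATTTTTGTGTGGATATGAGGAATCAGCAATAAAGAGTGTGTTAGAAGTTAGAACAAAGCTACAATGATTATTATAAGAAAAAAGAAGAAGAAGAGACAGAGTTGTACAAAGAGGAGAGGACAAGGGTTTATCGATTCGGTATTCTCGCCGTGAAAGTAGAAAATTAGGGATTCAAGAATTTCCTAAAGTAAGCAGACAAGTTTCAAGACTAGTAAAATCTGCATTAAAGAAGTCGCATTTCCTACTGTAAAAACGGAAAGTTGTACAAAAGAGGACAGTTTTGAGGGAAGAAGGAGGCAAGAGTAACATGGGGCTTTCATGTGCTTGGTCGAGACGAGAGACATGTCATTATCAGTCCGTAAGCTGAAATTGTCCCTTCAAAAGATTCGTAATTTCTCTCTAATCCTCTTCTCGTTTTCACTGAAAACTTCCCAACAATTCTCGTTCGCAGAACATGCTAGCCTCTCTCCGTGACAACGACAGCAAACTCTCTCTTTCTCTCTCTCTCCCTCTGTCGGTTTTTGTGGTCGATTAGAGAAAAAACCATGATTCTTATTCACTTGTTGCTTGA.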

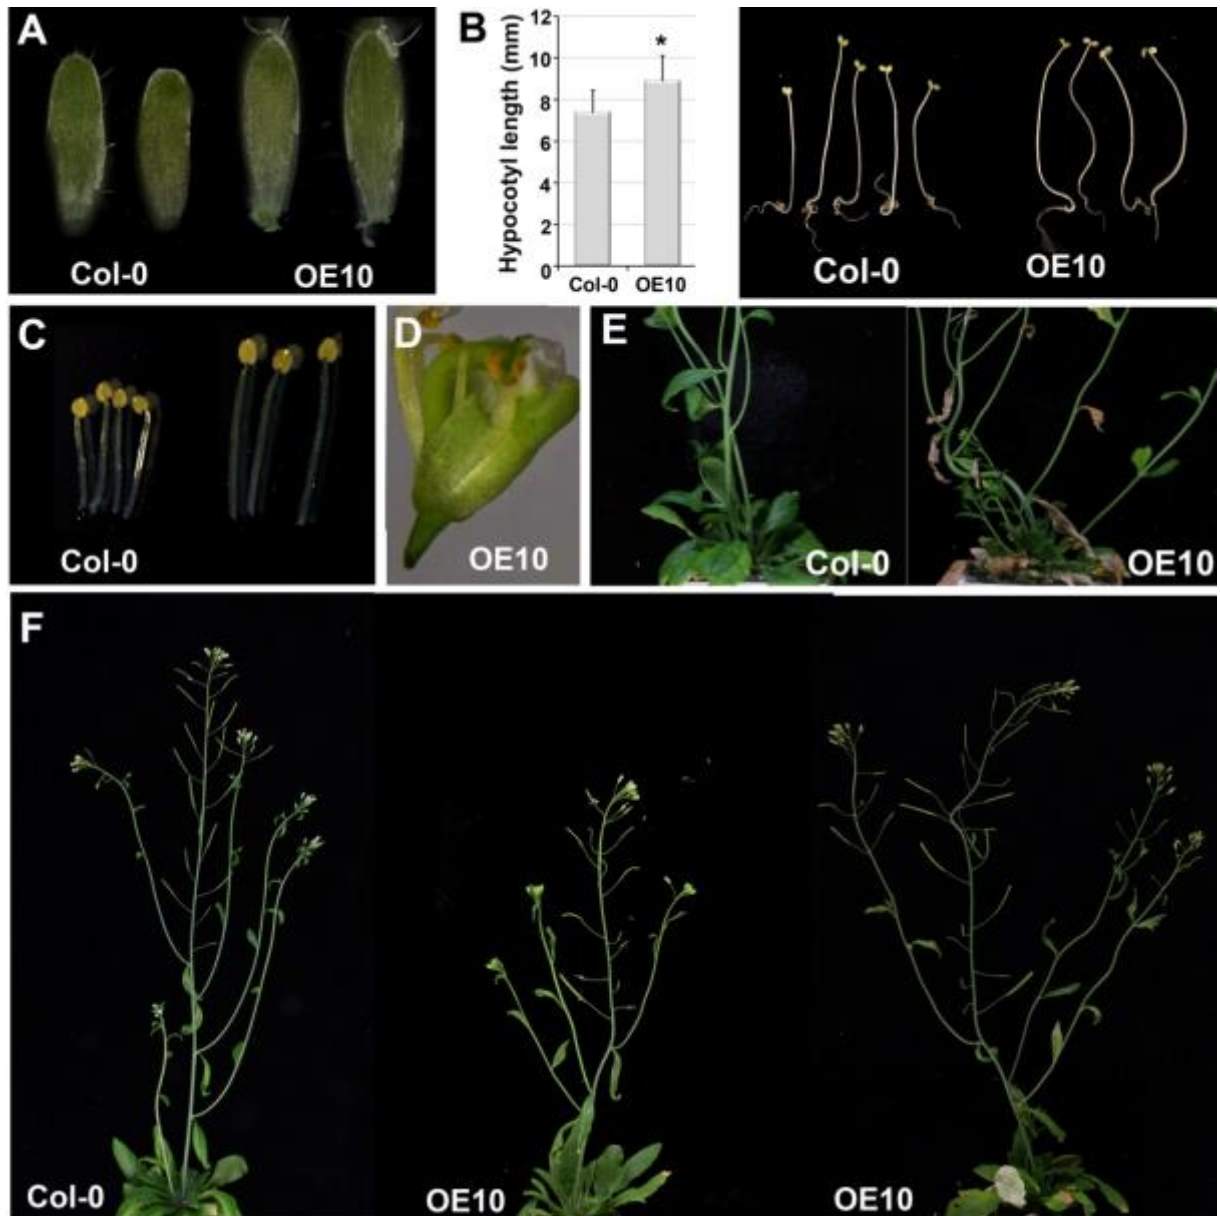

**Figure S3. Phenotypes of the SAUR10 overexpression lines.** **A)** longer sepals of stage 13 flowers, **B)** longer etiolated hypocotyls at 7 days after stratification, **C)** longer filaments of stage 13 flowers, **D)** very long pistils that often remain unpollinated (maximum silique length is only reached in pollinated pistils), **E)** early senescing rosette and cauline leaves, and **F)** Whole-plant phenotypes of Col-0 and OE10 around 8-10 days after bolting. The overexpression lines display wavy main stems and side branches, show reduced fertility due to the long pistil size, and have an irregular phyllotaxy. Significant differences (t-test,  $p < 0.05$ ) are indicated with an asterisk.

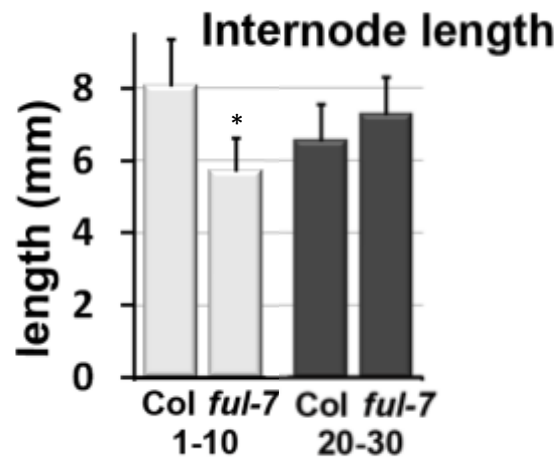

**Figure S4. Distance between the silique internodes.** *ful-7* plants have a significantly shorter internode distance between the first 10 siliques that appear. Internode distances later in development (e.g. 20-30) are similar to the wild type. Significant differences (t-test,  $p < 0.05$ ) are indicated with an asterisk.

**A**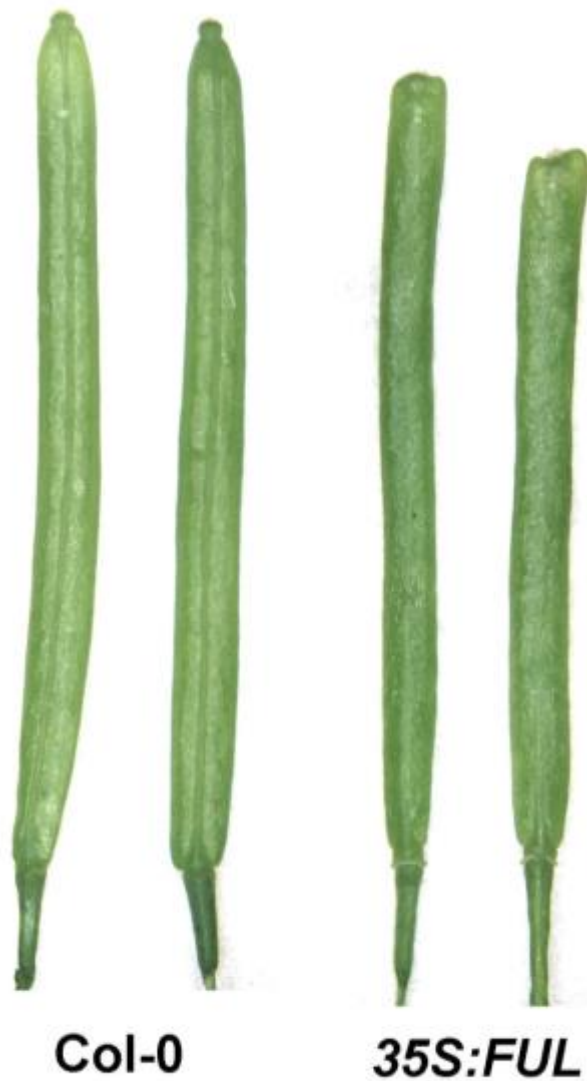**B**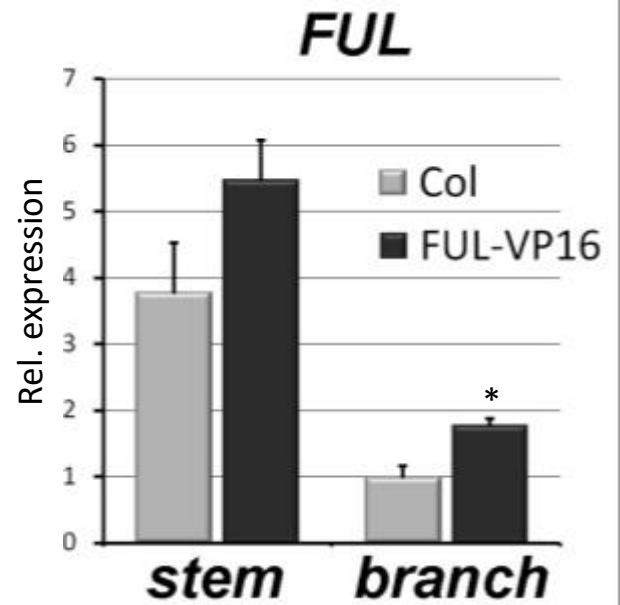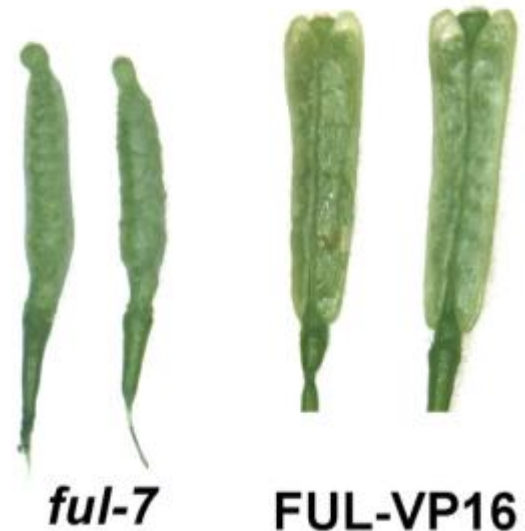

**Figure S5. Characterization of the FUL-VP16 plants. A)** Siliques stage 17 (Smyth et al., 1990). The apical phenotype of FUL-VP16 siliques resembles 35S:FUL siliques, with distinct 'shoulders' and a short style, but the valve tissues and the overall appearance are more similar to *ful-7* siliques **B)** FUL is 1.5-2 times higher expressed in the FUL-VP16 plants. Stem, 0.5 cm of the stem just below the inflorescence; branch, 0.5 cm of the proximal part of the branch. The expression is depicted relative to the lowest expression (Col-0 in branch). A significant difference from the corresponding Col-0 sample ( $p < 0.05$ ) is indicated with an asterisk.

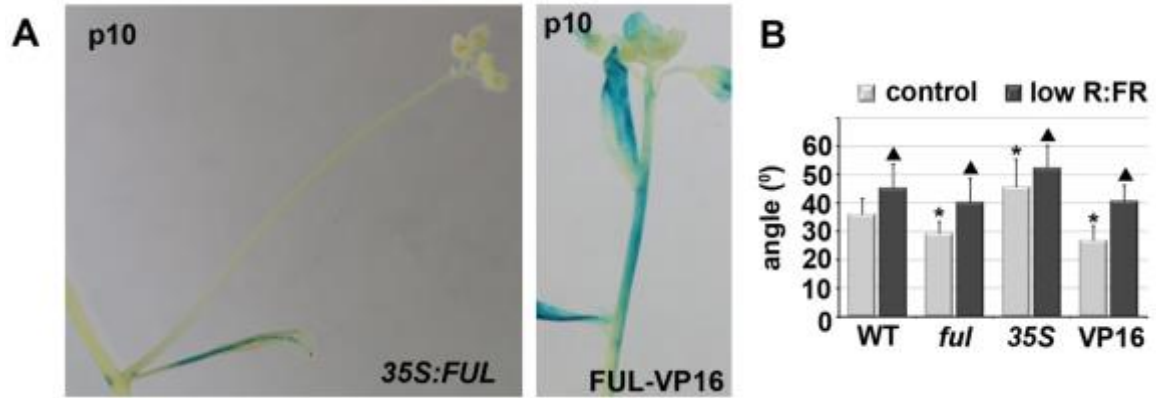

**Figure S6. FUL represses *SAUR10* in branches, which can be correlated to branch angle.** **A)** Left panel: in *35S:FUL* branches, *pSAUR10:GUS* signal is only weakly visible or completely absent. Right panel: the pattern in FUL-VP16 branches resembles the pattern in *ful-7* branches with de-repressed *pSAUR10:GUS* just below the inflorescence. **B)** Branch angles are larger in *35S:FUL*, and smaller in *ful-7* and FUL-VP16 lines. Simulated shade resulted in a more horizontal branch growth in all backgrounds. Significant differences from the wild type (t-test,  $p < 0.05$ ) are indicated with an asterisk; significant differences from control light conditions in the same background (t-test,  $p < 0.05$ ) are indicated with a triangle.

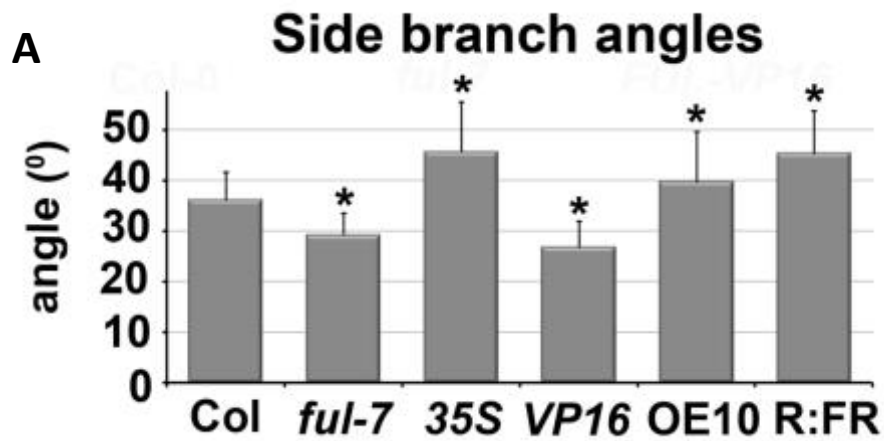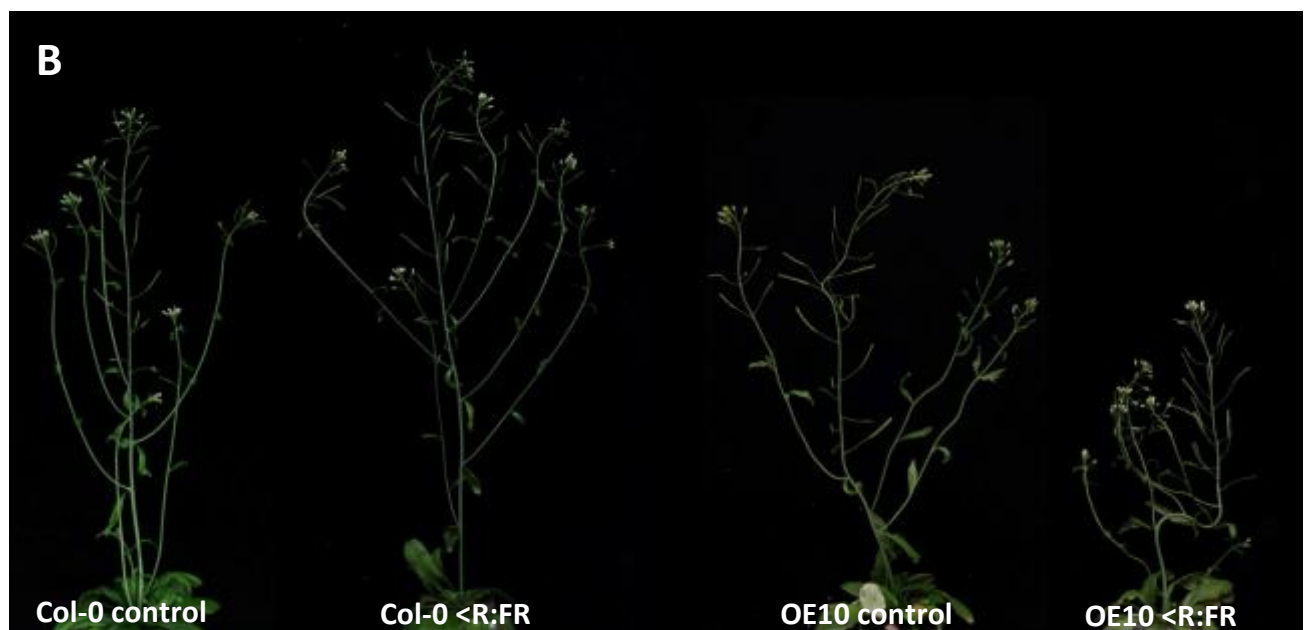

**Figure S7. The architecture of Col-0 and 35S:SAUR10 plants changes under reduced R:FR conditions. A)** Average branch angle measured in 35S:SAUR10 and under reduced R:FR conditions, compared with the angles in the different FUL backgrounds. **B)** Architecture phenotypes of Col-0 and 35S:SAUR10 under control conditions and reduced R:FR conditions. Each bar represents the average of at least 20 measured branches. The plants were transferred to reduced R:FR light upon bolting.

# Supplementary material for: FRUITFULL controls SAUR10 expression and regulates Arabidopsis growth and architecture
**Source:** J Exp Bot. 2017 Jun 6;68(13):3391–403. doi: 10.1093/jxb/erx184
**Supplement:** Supplementary Tables S1-S2

**Table S1. Identified loci with significant enrichment in the FUL ChIP-Seq**

The data presented here are the average from two independent replicas, which were corrected for technical bias using the input sample. 

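The scores in this table can be traced to the deposited list of binding sites. The table gives for each locus the highest score around the gene and then the highest score in segments upstream of, within and downstream of it. Each highest score listed for a locus also occurs in the deposited list, which has 1 combined value per site, so that the values of the single replicas are not known from either. The table numbers its peaks up to 616, and the deposited sites at the threshold that have a listed locus in their window reach 604 of these numbers.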

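A site can fall in the windows of neighbouring genes, because the windows around genes overlap. Of the sites at the threshold, 255 had 1 gene in reach, 560 had several, with at most 7, and 31 had none. With only the nearest gene counted for each site, coding or not, the number of putative targets was 795.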

ORFs within 3kb downstream to 1 kb upstream of the peak are listed as putative targets, thus allowing multiple putative targets per peak. 

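The comparison with SEP3 is marked in a column of Supplementary Table S1 as Y or N for each compared locus. Of the 616 peak numbers, 365 (59.3%, Wilson 95% interval 55.3 to 63.1%) have at least 1 locus marked as a SEP3 target.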

The genes closest to the peak are considered as most likely targets and were compared with the list of SEP3 targets (according to Kaufmann et al., 2009).

**Table S2. Primer list**

How the deposited data were processed for this re-analysis (not part of the article)

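Chromatin immunoprecipitation of FUL-GFP from pistils and siliques of stages 12 to 16 was measured in 2 ChIP replicates and 2 input samples. The authors mapped the reads to TAIR9 with SOAPv2 (at most 2 mismatches, no gaps, unique matches, plastid and mitochondrial reads removed) and called binding sites with CSAR against the input. The paper reports the sites below a false discovery rate limit, and the note to Supplementary Table S1 describes its values as averages of both replicas corrected with the input. Beyond this the paper's text names no versions and no settings of CSAR. The deposited score of each site is a single value in which the authors combined both replicates, with no error and no number of reads. Therefore no spread between replicates could be computed, and the depth per library is unknown.

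The plan made before the data were examined was to use all sites of the deposited list at the authors' own threshold. The list turned out to contain 2831 sites, whereas no score in Supplementary Table S1 is lower than 5.6. The 846 sites with a score of at least 5.6 were taken as the sites at the authors' threshold. This reading was made after the data had been examined, and the numbers of sites and genes, the SEP3 share and score, the CArG boxes, the hormone-related and *SAUR* genes and the comparison with Supplementary Table S1 were also computed with all 2831 sites. The single hormone words, the MADS-box genes and the shifted lists were computed with the 846 sites alone. No column of values per sample was present that was left unused. The median and upper quartile used as stricter thresholds are those of the 846 sites.

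Coordinates are those of the deposited list (TAIR9, counted from 1). Genes, descriptions and sequences come from the TAIR10.1 genome and annotation of RefSeq. The chromosome lengths, the scores listed within genes and the primer positions were checked before coordinates of the releases were used together. A gene counted as a putative target when the maximum of a site lay between 3000 bp upstream of its start codon and 1000 bp downstream of its stop codon, and for a gene without a coding sequence the transcript ends were used. Sites were joined to the SEP3 marks of Supplementary Table S1 by locus.

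The CArG box CC(A/T)6GG was searched on windows of 100 bp to each side of the maximum (201 bp). Control windows of the same length lay 3000 bp to each side of each site and touched no site, and shuffled sequences, 2 per site, kept the dinucleotide counts. Shares were compared with two-sided Fisher's exact tests. Differences and correlations were tested with 100000 permutations, and the shares of gene groups also with 1000 shifts of the site list along the chromosomes. Intervals of shares are Wilson 95% intervals. The significance level was 0.05. Copies of site sequences in the genome were searched with BLAST 2.17.0+ and counted at an identity of at least 95% over at least 80% of the site. Primers were matched exactly, and where the reverse primer had no exact match, the best match with at most 2 mismatches near the forward primer was used. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

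The steps were tested on simulated data. All 200 planted CArG boxes and all 200 planted genes were recovered, and the shuffling kept the dinucleotide counts of 200 of 200 sequences. On 100 lists of randomly placed sites, the test of hormone-related genes gave p-values under 0.05 for 12, which is more than the level of the test, and shifted lists were used beside it for this reason.

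The genes and sites named in the text were fixed before the data were examined: the 10 sites with the highest scores, each gene that the paper names as being or not being in the ChIP-Seq list, the 8 members of the *SAUR10* clade, and *FUL* and *SEP3*. Other names in the closing section were chosen after their values were seen. Gene ontology annotation was not used here, and gene descriptions that name a hormone stood in for it. The alternatives concerned the score threshold, the window, the assignment of genes, the gene ends, the denominator of the SEP3 share, the motif and its window, and the controls. Analyses per replicate and with a replicate block were planned in case the list held such values, and were not run. The EMSA, qRT-PCR, ChIP-qPCR and reporter experiments have no values in the list and were not analysed here.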

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

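The test for copies of the ribosomal RNA repeat and the tests of listed loci were chosen only after the results were seen. The search for CArG boxes was planned before. The cluster and the threshold, which define the sites compared here, were found after the data had been examined.

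The highest scores in the list lie in a region that the paper's text does not discuss. On chromosome 3, 15 sites lie between 14194339 and 14202851, around an 18S ribosomal RNA gene (AT3G41768) and a second ribosomal RNA gene (AT3G41979), with scores from 6 to 1071.13. Whether reads from the many copies of the ribosomal RNA repeat raise these scores was examined through copies in the genome sequence. All of the sites in the cluster (100%) had a copy elsewhere in the genome sequence at 95% identity or more, against 14 of the 831 other sites at the threshold (1.68%, two-sided Fisher's exact test, p = 1.41e-24). Binding of FUL at CArG boxes was tested as the other explanation. Of the 15 sites, 1 had a CArG box within 100 bp of the maximum, against 78 of 831 other sites (9.39%, p = 1 from the same exact test), and 15 sites are too few to tell these shares apart. The copies do not decide the question, because the cluster was chosen as ribosomal RNA repeat sequence and the authors kept uniquely mapped reads, which leaves out reads that match several copies equally well. Unique mapping does not leave out reads from any copies that are missing from the genome sequence. The search could not see such copies, so their contribution was not tested. The scores cannot be told apart from either explanation. The list has 1 condition, so that a biological difference could not be tested. Leaving the cluster out gave an odds ratio for CArG boxes of 8.72, against 8.74 with it.

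Sites below the threshold of the paper also held CArG boxes more often than their surroundings. Of 1985 such sites, 2.82% had a CArG box within 100 bp of the maximum, against 1.08% of 3905 control windows, an odds ratio of 2.67 (two-sided Fisher's exact test, p = 2.26e-06). Base composition was tested by shuffling the sequences of the sites with their dinucleotide counts kept, and the odds ratio against these was 2.28 (Fisher's exact test, p = 3.94e-05). Flanks of stronger sites were tested by leaving out sites within 1000 bp of a site at the threshold, and the odds ratio was 2.63 (Fisher's exact test, p = 3.44e-06). Neither of these explanations accounts for the excess. It may be that a part of the sites below the threshold is bound by FUL. That CArG boxes are more frequent in accessible chromatin, which is recovered more easily by ChIP, was not tested, and the pattern cannot be told apart from this explanation.

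For some sites with a high score, no entry was found in Supplementary Table S1. Of the sites at the threshold, 117 (13.8%) had no listed locus in their window, 31 of them because no annotated gene lies in reach, while 59 had a protein-coding gene in reach. The table also holds scores from outside the window, and for 31 of the 117 sites the score is listed for a locus within 10000 bp. The strongest of these outside the ribosomal RNA cluster is a site on chromosome 4 from 17395527 to 17396033 with a score of 85.35, which is listed for AT4G36920. For the other 86 sites, 10.2% of those at the threshold, the score is listed for no locus within 10000 bp. Outside the cluster the highest score among these is 37.78 (rank 42), at a site on chromosome 3 from 2350196 to 2350559. It lies inside the long non-coding RNA AT3G01975, has 1 CArG box within 100 bp of its maximum, and was singled out after its value was seen. Of the lowest quartile of scores 8.49% and of the highest quartile 11.3% were such sites, and this difference was not tested. Whether the annotation used for the paper has a gene at these sites was not tested, since only TAIR10.1 was used here. No biological explanation was tested.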

How the results depend on the processing

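No paired analysis was possible because the list holds 1 combined value per site and none per replicate. For the same reason, leaving out each replicate and the replicate block were not run, and the correlation between replicates was not computed. The alternatives were set before the data were examined, except all sites of the deposited list, product names, protein-coding genes for the gene groups, and the sites without the ribosomal RNA cluster.

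The number of sites, 846, was 428 at or above the median score, 220 at or above the upper quartile and 2831 with all sites of the list. Merging sites and leaving out the cluster gave 813 and 831. The number of target genes, 1560, was 729 with a window of 1000 bp upstream and 0 bp downstream, 795 with the nearest gene only, 791 with sites at or above the median score and 4718 with all sites. It was between 1227 and 1672 with overlap of the whole site, transcript ends or protein-coding genes. The share of sites with a SEP3 target, 50.4%, was 63.1% among sites with a mark, 60.9% among marked loci, 54.2% at or above the median score, 55.9% at or above the upper quartile and 19.2% with all sites, where loci outside Supplementary Table S1 have no mark and their sites count as not being at a SEP3 target. The causes of the other changes were not tested.

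The distance of the larger *SAUR10* peak from the start codon, 1432 bp, was 1378 bp from the midpoint of the site and 1312 bp to the transcript start. For *SAUR16*, 2041 bp became 2031 and 1921 bp. The distance between the *SAUR10* peaks was 1235 bp by the maxima and 1241 bp by the midpoints.

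Not counted here is the comparison of SEP3-target sites over all sites of the list, which the threshold fixes in advance. The comparison with Supplementary Table S1 is not counted either, since its scores are those of the deposited list. In what follows, *PAR1* and *PAR2* count as *SAUR* genes, and no alternative leaves them out. The sites set against SEP3-target sites include those without a mark. Alternatives were run for the tests of CArG boxes against control windows, hormone-related genes, *SAUR* genes and the scores of SEP3-target sites. Under them, these tests kept their direction and their side of the 0.05 level. The position of CArG boxes did not: 53.9% lay to the right of the listed maximum (exact sign test, p = 0.456) and 37.2% to the right of the midpoint of the site (exact sign test, p = 0.00815), and the cause was not tested. The odds ratio of CArG boxes was between 2.46 (1 mismatch) and 12.7 (sites at or above the median score), that of hormone-related genes between 2.18 (auxin only) and 3.88 (product names only), and that of *SAUR* genes between 3.04 (nearest gene) and 5.24 (protein-coding genes). The difference between SEP3-target sites and other sites was 0.20 on the log2 scale (permutation test, p = 0.00219). With all sites the comparison shows nothing further, since sites below the threshold have lower scores by definition and marks exist only for the loci of Supplementary Table S1. Spearman's rho with the scores of Supplementary Table S1 was 0.914 for nearest loci and 0.893 with all sites. The unknown number of reads limits the statements on weak sites: a gene without a site has no enrichment detectable in the list.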

Differences from the paper's values

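The number of putative target genes was 1560, against the paper's 939. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with a window of 1000 bp upstream and 0 bp downstream (729), the nearest gene only, coding or not (795), sites at or above the median score (791) and protein-coding genes only (1227), and not with overlap of the whole site (1636) or transcript ends (1672). With all sites of the deposited list, an alternative added after the data had been seen, it was 4718.

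For *RGL1*, the highest score within the window was 3.45, against 23.21 in the paper's Supplementary Table S1. None of the alternatives set before the data were examined closed the gap, since the score was also 3.45 with a window of 1000 bp upstream and 0 bp downstream, with overlap of the whole site and with transcript ends. With a limit of 10000 bp, chosen after seeing the values, the site with a score of 23.21 was found, 4189 bp upstream of the start codon. For *IAA8*, the highest score was 6.81, against 14.22 in the paper's table, and it was 6.81 with overlap and with transcript ends, while the window of 1000 bp upstream and 0 bp downstream held no site. With the limit of 10000 bp, chosen after seeing the values, a site with a score of 14.22 was found.

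The number of sites at the threshold, 846, and the SEP3 share, 50.4%, are within 1.5 times the paper's 616 and 65%. With all 2831 sites, an alternative added after the data had been seen, both were outside this range (2831 sites and 19.2%), and the number of sites was also outside it at or above the upper quartile (220). The share was 65.3% when the 402 loci marked as SEP3 targets in Supplementary Table S1 were divided by its 616 peak numbers, a calculation chosen after seeing the values. The paper gives 1380 bp for the distance of the larger *SAUR10* peak. It was 1432 bp from the maximum, 1378 bp from the midpoint of the site and 1312 bp to the transcript start. For *SAUR16* the paper gives 1970 bp, against 2041, 2031 and 1921 bp measured in the same ways.

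The paper names *BZR1* among the genes found, with the remark that this holds for a single replica. Its site in the combined list had a score of 4.43, below the threshold, and it is reached when all sites of the list are used. The paper also names *PIL4*, and no gene of this name was found in the annotation.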

Other observations

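The tests of peak numbers, of sites without a listed locus, of sites up to 10000 bp from a gene, of the steps in the scores and of jasmonate-related genes were chosen only after the results were seen, and the other tests were chosen before.

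The 846 sites at the threshold are more than the 616 peak numbers of Supplementary Table S1. A listed locus lay in the window of 729 sites, and these reached 604 peak numbers, 108 of which had several sites. A number was shared with another site by 238 sites. The remaining 117 sites had no listed locus in their window. These numbers divide the difference into parts and do not test why sites share a number or have no listed locus in reach. No biological explanation was tested.

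For 113 of the 928 listed loci found in the annotation, the listed score did not come from a site in the window of 3000 bp upstream to 1000 bp downstream. A site with the listed score was found within 10000 bp of the gene for 112 of them (99.1%). Sites outside the stated window may therefore have entered the table. With the listed scores exchanged at random among the 113 loci, a median of 8 and at most 16 were found in 1000 permutations, so that coincidence does not account for the 112. No biological explanation was tested.

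The scores fall on recurring steps. There are 234 distinct scores among 2831 sites, and the most frequent, 3.40, occurs 689 times. The negative natural log of the Poisson probability of at least a given number of reads, with 3 reads as the background, equals the score to 2 decimals for 1768 sites (62.5%). Backgrounds of 2, 2.5, 3.5, 4 and 5 reads matched 1.77% of scores or fewer. On this scale 9 reads give 5.57 and 10 reads give 6.81, so the lowest score of Supplementary Table S1, 5.6, lies just above the step of 9 reads, where 222 sites lie. This is consistent with many scores being set by the number of overlapping reads alone over a minimum background, which would make sites on the same step indistinguishable in rank. It remains a hypothesis, since the settings of CSAR are not known here.

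CArG boxes at sites were tested against the base composition of the sites. Shuffled sequences of the same sites had a box in 1.6% of cases, an odds ratio of 6.35 for the real sequences (two-sided Fisher's exact test, p = 9.37e-19), so that composition does not explain the excess. The share of sites with a box was 5.19%, 7.11%, 7.58% and 17.5% from the lowest to the highest quartile of scores. Neighbouring quartiles share the scores 6.81, 9.12 and 14.22 at their limits, so that sites with equal scores were divided between them. The lowest and the highest quartile have no score in common. The highest quartile exceeded the lowest by 12.3 percentage points (two-sided permutation test, p = 1.4e-04). A hypothesis in line with this is that sites with an exact box are bound more strongly or in more cells, between which the list cannot distinguish. The Wilson 95% interval of the highest quartile is 12.9 to 23.1%, so that most of the strongest sites have no exact box.

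The listed maximum is the first position of the site for 953 of the 2831 sites and for 56 of the 846 sites at the threshold. If the maximum were the first position of a flat top, boxes would lie to its right. Of 115 boxes within 250 bp of a maximum of a site at the threshold, 53.9% lay to its right (two-sided exact sign test, p = 0.456), and 50.4% lay within 50 bp of it. About the midpoint of the site the boxes were less even, with 37.2% to the right (p = 0.00815 from the same exact test). The boxes thus showed no clear shift to the right of the listed maximum. A flat top can begin inside a site, its length is not listed, and a short one would move the boxes little. For this reason these boxes do not decide the hypothesis.

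The excess of hormone-related genes was tested against gene length and spacing under a fixed window. Of 1000 shifts of the site list, 0 gave as large a share as the observed 6.38% (permutation by shifting, p = 0.001, the smallest that 1000 shifts can give). Tandem arrays of *SAUR* genes were tested in the same way. A shift gave a median of 2 and at most 11 *SAUR* targets, against 16 observed, which include *PAR1* and *PAR2*. As many were given by 0 of 1000 shifts. Shifts also move sites away from promoters, and the total number of target genes was lower in the shifted lists (median 1405, at most 1546) than in the observed list (1560), so that a general preference for regulated genes was not excluded.

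MADS-box genes were also more frequent among the targets, which bears on the hypothesis that FUL binds at genes of its own family. They were 13 of 1227 protein-coding targets (1.06%) and 112 of 26217 other protein-coding genes (0.427%), an odds ratio of 2.5 (two-sided Fisher's exact test, p = 0.00398), and 5 of 1000 shifts gave as large a share (p = 0.00599). With only the nearest gene of each site, 7 of 663 genes were MADS-box genes (odds ratio 2.41, Fisher's exact test, p = 0.0323). *FUL* itself (AT5G60910) had 3 sites, with scores of 16.36, 14.2 and 6.47, of which the highest lay 250 bp upstream of its start codon. *SEP3* (AT1G24260) had scores of 59.09 at 2982 bp and 29.21 at 925 bp upstream. Other genes in the group, named after their values were seen, were *TT16* (27.16), *SVP* (22.42), *AGL18* (15.9), *AGL15* (12.59), *AGL20* (12.59) and *PI* (8.78). The *FUL-GFP* transgene carries *FUL* sequence, and a contribution of its DNA to the sites at *FUL* was not tested.

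Of the 9 hormone words, jasmonate had the largest odds ratio (4.08), and the paper's text does not discuss this hormone. Its 17 genes rest on 18 sites with scores from 5.6 to 21.31, and 12 of these genes are in Supplementary Table S1. The genes together therefore do not rest on a few sites. How many of them share a site with a neighbour was not counted, since these are totals. Of 1000 shifts, 0 gave as large a share as the observed 1.1% (shifted median 0.298%, largest 0.851%), so gene length and spacing do not account for the excess. The word was singled out from 9 after the values were seen. The list has 1 tissue and 1 treatment, and no biological explanation was tested.

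The ChIP-qPCR primers of Supplementary Table S2 were placed on the genome and compared with the silique sites. The paper describes ChIP-qPCR on stem tissue, and its text does not name *PIF4* among the fragments tested there. Of the 8 target fragments located, 6 overlapped a site at the threshold: *SAUR10*, *PIL1*, *RGL2*, *GAI*, *PIF4* and *CKX6*. For *PIL1* the reverse primer matched with 1 mismatch. The *PAR2* fragment lay 967 bp from the nearest site and between 211 and 352 bp upstream of the start codon. The *CKX5* fragment lay 2462 to 2608 bp upstream of the start codon, and the nearest site at the threshold was 4417 bp away. The *BIN1* fragment was not located. The reference fragments REF1 and REF2 lay 41014 and 24560 bp from the nearest site at the threshold.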
